# Identification of cis-regulatory elements associated with salinity and drought stress tolerance in rice from co-expressed gene interaction networks

**DOI:** 10.6026/97320630014123

**Published:** 2018-03-31

**Authors:** Pragya Mishra, Nisha Singh, Ajay Jain, Neha Jain, Vagish Mishra, Pushplatha G, Kiran P. Sandhya, Nagendra Kumar Singh, Vandna Rai

**Keywords:** cis-regulatory elements, drought stress, gene interaction network, microarray, rice, salt stress

## Abstract

Rice, a staple food crop, is often subjected to drought and salinity stresses thereby limiting its yield potential. Since there is a cross talk between these abiotic stresses, identification of common and/or overlapping regulatory elements is pivotal for generating rice cultivars that showed tolerance towards them. Analysis of the gene interaction network (GIN) facilitates identifying the role of individual genes and their interactions with others that constitute important molecular determinants in sensing and signaling cascade governing drought and/or salinity stresses. Identification of the various cis-regulatory elements of the genes constituting GIN is equally important. Here, in this study graphical Gaussian model (GGM) was used for generating GIN for an array of genes that were differentially regulated during salinity and/or drought stresses to contrasting rice cultivars (salt-tolerant [CSR11], salt-sensitive [VSR156], drought-tolerant [Vandana], drought-sensitive [IR64]). Whole genome transcriptom profiling by using microarray were employed in this study. Markov Chain completed co-expression analyses of differentially expressed genes using Dynamic Bayesian Network, Probabilistic Boolean Network and Steady State Analysis. A compact GIN was identified for commonly co-expressed genes during salinity and drought stresses with three major hubs constituted by Myb2 transcription factor (TF), phosphoglycerate kinase and heat shock protein (Hsp). The analysis suggested a pivotal role of these genes in salinity and/or drought stress responses. Further, analysis of cis-regulatory elements (CREs) of commonly differentially expressed genes during salinity and drought stresses revealed the presence of 20 different motifs.

## Background

Rice (Oryza sativa) is one of the major food crops for more than 3.5 billion population of the world. It was estimated that for an additional 1 billion population, 100 million additional tons of rice would be required but with limited resources. Rice is largely grown under rain fed condition [1] and often subjected to various types of abiotic stresses such as salinity [2, 3] and drought [4]. In India, 9.04 million hectare of rice growing area is affected by salinity leading to considerable loss of grain yield. Not only salinity stress but frequently occurred severe droughts also drastically affect rice production [5]. Salinity and drought stresses causes osmotic imbalance on plants. There are several studies that have shown extensive cross talk between different abiotic stresses. Therefore, it is logical to assume a common regulatory mechanism(s) that may exert influence on sensing and signaling cascade governing these abiotic stresses. Some creditability towards this assumption could be gained from studies where manipulation of a single molecular determinant could confer tolerance towards two different abiotic stresses [6]. Comparative transcriptomic profiling has been employed for identification of genes related to abiotic stress tolerance. DNA microarrays are one of the techniques to identify stress related genes for multiple stress tolerance [7]. In rice cDNA libraries, expressed sequence tags (ESTs) and microarray data were generated for salt tolerant and salt sensitive varieties to examine changes in roots of control and salt stressed plants [8]. Affymetrix rice gene chips were used to study the expression of genes in FL478 (recombinant inbred line) as salt tolerant and IR29 as salt sensitive rice [9].

Construction of co-expression gene interaction networks (GINs) can be one of the approaches to study changes within two conditions and thus deciphering underlying biochemical pathways. Differential network analysis in conjunction with gene expression data provides a deeper understanding than that of just list of DEGs and can be a reflection of functional association between two genes [10]. Gene network is a process to identify gene interactions from experimental data sets through computational analysis and microarrays were normally employed [11]. A co-expression network was created for rice using Affymetrix microarray data [12]. Thus, a co-expression gene interaction network (GIN) analysis can help in elucidating the complex interactions across several genes that helps in defining consequent cascade of biochemical events from these interactions. By integration of co-expression data together with promoter analysis, cis-regulatory elements were identified to study cross talk of salinity and senescence induced signal transduction [13]. Transcription factors and cis-elements of stress responsive promoters function as molecular switches as well as end point for signaling machinery [14]. Members of AP2, bZIP, MYB, zinc-finger TFs were stress responsive regulators [15]. Over-expression of OsDREB1A, OsDREB1B, OsNAC6/SNAC2 improved abiotic stress tolerance (cold, salinity and drought) of rice transcriptional regulation of Cytochrome P450 (CYP) 735A in regulating cytokinin level under cold and dehydration stress [16]. However, the common regulatory elements governing salinity and drought stress responses are far from being elucidated. In the present study, co-expression gene interaction networks were identified for differentially expressed genes in salinity and drought stresses along with cis-regulatory elements to study sensing and signaling mechanisms evolved through cross talk. The results provide novel insights towards the common regulatory mechanisms responsive to salinity and drought stress tolerance.

## Methodology

### Experimental Design

Each experimental condition consists of two rice varieties, tested under non-stressed (control) and stressed (experimental) conditions. The experiment was aimed at studying the expression levels of genes under salt and drought stress in salt tolerant CSR11, salt-sensitive-VSR156 and drought-tolerant Vandana and drought-sensitive IR64. For salt stress seeds of CSR11 and VSR156 were sown with Hoagland's nutrient solutions and after 14 days transferred to control and 150mM NaCl containing media. After 24h leaf samples were collected for RNA extraction. For drought stress seeds of Vandana and IR64 were sown in Hoaglands nutrient solution. After 14 days seedlings were blot dried and kept in air for 12 hrs and leaf samples were collected for RNA extraction.

### RNA isolation and Gene Chip hybridization

The seeds of CSR11 (salt tolerant), VSR156 (salt-sensitive), Vandana (drought-tolerant), IR64 (drought-sensitive) were sown in magenta boxes in replicates using standard growth conditions. Ten days after germination, 150mM NaCl was added to the media for imparting salinity stress in one set while another set was grown as control without NaCl. For drought stress 10 days after germination seedlings of Vandana and IR64 were kept outside (without media) for 12h and one set was kept in normal condition for control. After 24 h of salt stress and 12 h of drought stress shoot sample were collected washed and pooled in equal amounts for RNA extraction using TRIzol Reagent (Sigma). Plant tissues were homogenized using mortar and pestle with liquid nitrogen and 1 ml of TRIzol reagent was added per 100 mg of tissue. RNA samples were processed according to Affymetrix Gene Chip expression analysis technical manual. The cDNA was synthesized from poly (A)+ mRNA present in 8 μg of total RNA using Superscript double-stranded cDNA synthesis kit and poly (T) nucleotide primers that contain sequence recognized by T7 RNA polymerase. A portion of the resulting double stranded cDNA was used as template to generate biotin-tagged cRNA from an in vitro transcription reaction, using Affymetrix Gene Chip IVT labeling kit. Fifteen micrograms of biotin tagged cRNA were segmented to strands of 35 to 200 bases length using Affymetrix protocols. Subsequently, 10 μg of this fragmented cRNA was hybridized at 45°C with rotation for 16 h in Affymetrix Gene Chip hybridization oven 450 to the Affymetrix rice Gene Chip arrays. The Gene Chip arrays were washed and then stained with streptavidin-phycoerythrin in Affymetrix Fluidics station 450, followed by scanning on a Gene Chip Scanner 3000.

### Rice Gene Chip array and probe annotation

The Affymetrix rice genome array contained probe sets designed from 48564 japonica and 10260 indica gene sequences. The sequence information for this array was derived from the National Center for Biotechnology Information (NCBI) UniGene build number 52 (http://www.ncbi.nlm.nih.gov/UniGene), GenBank mRNAs, and 59,712 gene predictions from TIGR's osa1, version 2.0. Gene models that had any indication of transposable elements were removed from the list of TIGR genes. The array is believed to represent about 46,000 distinct rice genes. About 26,000 of these are 3' anchored Unigene ESTs and mRNA clusters, including known rice full-length cDNA clones, and 19,431 are solely from the TIGR gene predictions. Microarray data from this study have been deposited in NCBI database at Gene Expression Omnibus with the accession number GSE1651. To obtain annotations for the salt-regulated probe sets, we extracted the target sequence of identified probe sets from the sequence information file (.sif) for the rice genome array. The target sequence extends from the 5'- end of the 5-most probe to the 3'- end of the 3-most probe. The target sequences were then searched using BLASTN software against the TIGR rice pseudomolecules, release 6 (http://rice.plantbiology.msu.edu). The microarray data had submitted to GEO and accession number is GSE21651.

### Validation of differentially expressed genes for common GIN (genes which are common to drought and salt stress) by quantitative real time PCR

Expression levels of 10 genes (Additional file 8: Table S8) were analyzed using real-time, quantitative PCR for the validation of microarray results. The sequence of each gene was downloaded from TIGR rice database (http://rice.plantbiology.msu.edu). Exonic sequences were used for design of primers using Beacon Designer™. We used eEF-1a (eukaryotic elongation factor 1- alpha) as an internal control for consistent results. Quantitative real-time PCR (qRT-PCR) was conducted according to protocol described by the Invitrogen (Catalog no- 11736-051) using the SuperScript III Platinum SYBER Green One-Step qRT-PCR Kit. Thermal cycling conditions comprised of 50°C for 1 h followed by an initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 30 sec, annealing at 55-65°C for 1 min and extension at 72°C for 1 min. All qRT-PCR reactions were performed in the Stratagene Mx3000p followed by analysis of dissociation curve, taking a fluorescence reading at every degree between 55°C and 95°C to ensure that only one PCR product was amplified. The experiments were performed in six replicate means sampling was done from two independent experiments, for each data point and normalized against eEF-1a amplification to ensure that the differential expression was not due to differing amount of initial RNA template. The data analysis was performed using Mxpro-QPCR software (Stratagene).

### Statistical analysis of micro array data

The array data set was analyzed using Gene Chip Operating Software (GCOS 1.2) and Genowiz software. Probe level normalization (RMA) was performed on Affymetrix raw files (CEL files). Initial dataset consisted of 57,382 probes. Filtration was performed to remove probes with 'Absent Calls' (Poor quality probes). Transformation and normalization was done in order to facilitate comparison across samples. To determine biological significance of differentially expressed genes, functional classification was performed using Gene Ontology. Gene Ontology reports along with z score. Functional classification was performed using BLASTX search (http://blast.ncbi.nlm.nih.gov/Blast).

### Data Normalization

CEL files obtained for each sample were processed through RMA algorithm, which consists of probe level background correction, normalization and probe set summarization. In order to detect if the expression data for any sample has any abnormalities, intensity distribution of samples before and after summarization was studied through Box plots (not shown here). The pair wise correlation between the expression values for samples was studied through Pearson's correlation coefficient. The analysis resulted into a correlation matrix indicating the extent of linear relationship amongst samples. A coefficient value close to 1.0 indicates linear relation between the two arrays.

### Differentially Expressed Genes

The normalized expression data on samples after removal of the control probes was used to identify probe sets that are differentially regulated across the comparisons of interest. Twosample t-test with Welch's correction for degrees of freedom had used to determine differentially expressed genes. A threshold pvalue of 0.05, and the log fold-change threshold was set to 1. These settings were retained throughout the analysis to select gene list across different comparisons.

### Determination of Co-Expressed Genes and Gene Network Analysis

Post Expression data analysis for identifying co-expressed genes, as construction of networks is the 'Gene Interaction Network', which is based on principles like 'Dynamic Bayesian Network'. Bayesian networks [17] are directed acyclic graphs whose nodes represent variables, and whose missing edges encode conditional independencies between the variables. The data after standardization was processed for determination of co-expressed genes. Based on experimental design contrasts are defined to compare samples across groups thereby identifying probe-sets that are differentially expressed. For each probe-set a linear model is built for the contrast of interest using Robust Linear Model (RML) method and p-values are generated. Since the analysis involves large number of tests, one for each probe-set, pvalues are adjusted using Benjamin and Hochberg's FDR correction. Probe-sets that are differentially expressed in each comparison, at a p-value threshold of 0.05, are mapped to their corresponding genes and these genes were further studied to identify critical molecular functions and pathways affected by differential gene signatures. The Up and Down regulation of signatures are analyzed to determine the Gene Interaction Networks for the salt and drought treatment specific factors. The correlation networks were identified by two simple steps: i) the computation of all pairwise correlations for the investigated variables, and ii) a threshold or filtering procedure to identify significant correlations, and hence edges, of the network. However, for shedding light on the causal processes underlying the observed data, correlation networks are only of limited use. This is due to the fact that correlations not only confound direct and indirect associations but also provide no means to distinguish between response variables and covariates (and thus between cause and effect). Therefore, causal analysis requires tools different from correlation networks: much of the work in this area has focused on Bayesian networks or related regression models such as systems of recursive equations or influence diagrams. All of these models have in common that they describe causal relations by an underlying directed acyclic graph (DAG). The differentially expressed probe sets obtained in each comparison were used to build Gene Interaction Networks using Gene Net and R graph viz., packages of R. Determination of Network proceeds in two steps as follows:

First, the correlation network was transformed into a partial correlation network, which was essentially an undirected graph that displays the direct linear associations only. This type of network model is also known under the names of graphical Gaussian model (GGM) [18] concentration graph, employed in Arabidopsis wherein a network of 18,625 interactions (edged) for 6760 genes (nodes) were identified [19].

The undirected GGM was converted into a partially directed graph by estimating a pair-wise ordering of the nodes from the data using multiple testing of the log-ratios of standardized partial variances, and by subsequent projection of this partial ordering onto the GGM. The inferred causal network is the sub graph containing all the directed edges. Heuristic algorithm for discovering approximate casual networks was used to obtain Gene Interaction Network.

Co-expression analysis of genes was done with 'Dynamic Bayesian Network', 'Probabilistic Boolean Network', and 'Steady State Analysis by Markov Chain'. Bayesian networks are directed acyclic graphs whose nodes represent variables, and whose missing edges encode conditional independencies between the variables. Let G = (V, E) be a directed acyclic graph (or DAG), and let X = (Xv)v _ V be a set of random variables indexed by V. X is a Bayesian network with respect to G if its joint probability density function can be written as a product of the individual density functions, conditional on their parent variables: where pa(v) is the set of parents of v [20].

Probe-sets that are found to be significantly differentially expressed in each comparison, at a p-value threshold of 0.05, are mapped to their corresponding genes and these genes are further studied to identify critical molecular functions and pathways affected by differential gene signatures. The Up and Down regulation of signatures are analyzed to determine the Gene Interaction Networks for the treatment specific factors. The differentially expressed probe sets obtained in each comparison were used to build Gene Interaction Networks using Gene Net and R graph viz., packages of R. The correlation networks were constructed as graphical Gaussian model (GGM) [18] Heuristic algorithm for discovering approximate casual networks is used to obtain Gene Interaction Network.

### Gene Enrichment Analysis

The genes obtained through various comparisons were studied for their over-abundance in different GO terms as well as Pathways. The terms could be categorized into biological process, molecular function and cellular component. The over-abundance of a particular term could be decided based on the number of significant genes in the analysis, the number of significant genes relevant to the term, the total number of genes for the organism and the number of genes that are relevant to the term for the organism. Fisher's exact test could be used to determine the significance of the GO term. If a term is significant at p< 0.05, then it is implied as enriched with genes. Accordingly, the biological relevance of the term and the associated genes could be explored. Similar description holds for pathways analysis. In the present study, for GO analysis, the data from Gene Ontology consortium was used, while for pathways, human KEGG pathways were referred.

### Transcription Factor Analysis

In plants, a large number of transcription factors (TF) are known to control the expression of target genes in various signal transduction cascades. Thus, the 1000 bp upstream sequences i.e. the promoter regions of the common network genes in salt and drought types were scanned for the transcription factor binding sites. Osiris tool was used to found out the transcription factor binding sites in the common genes and were depicted by number of promoters bound in the subset, promoters in the genome, pvalue and the corresponding motif sequence for each of the site. Each of the motifs was further analyzed for the position, strand and location in the genomic sequences.

### Motif analysis

The "MSU locus" sequences were downloaded from the "MSU Rice Genome Annotation Project". Multi fasta file representing all loci in the respective tables were split into part files with the character limit of 60,000 maximum in each part file, due to the limitation of the motif prediction tool. All the motifs in the sequences were predicted using the MEME (Multiple EM for Motif Elicitation) tool on forward as well as reverse strand and contain no gaps [21]. The overall height of each stack indicates the sequence conservation at that position (measured in bits), whereas the height of symbols within the stack reflects the relative frequencies of the corresponding nucleic acid at that position.

MEME represents motifs as position-dependent letter-probability matrices, which describe the probability of each possible letter at each position in the pattern. For parameter setting we opted for ZOOPS (Zero or one per sequences) distribution of motifs across the sequences and motifs length within range 6-15. The total number of sites opted for the training set was minimum 2 and maximum number was equivalent to the "number of the sequences in the multi-fasta file or part file". The predicted distinct motifs with similarity <60% by MEME are listed under section "Significant motifs" in each spreadsheet. The predicted motif was searched against the sequence database for the occurrences using MAST (Motif-based sequenced analysis tool). MAST assumes exactly one occurrence of each motif per sequence, and each sequence in the database is assigned a pvalue, based on the product of the p-values of the individual motif occurrences in that sequence. The motifs predicted were compared and validated against the "JASPAR_CORE_2014_plants database" using TOMTOM tool. Total 64 motifs were read from this database after removing those, which has conflicting Ids. The significant matches were listed against each motif in the section "Significant motifs".

## Results and discussion

### Differentially expressed genes (DEG) between tolerant and susceptible varieties under salt and drought stress

Salt tolerant (CSR11) and salt sensitive (VSR156) rice varieties were grown under normal growth conditions and 14-day-old seedlings were exposed to salt stress (150mM NaCl) for 24 hrs. In addition, drought tolerant (Vandana) and drought sensitive (IR64) rice varieties were grown under control (irrigated) and 14- day-old seedlings were exposed to drought stress (12 hrs) conditions. 

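Gene expression was measured on 16 Affymetrix rice genome arrays, 2 for each of 8 groups: the control and the stressed plants of CSR11, VSR156, Vandana and IR64. Sources differ on the treatments. The paper gives 150 mM NaCl for 24 h, drought for 12 h and seedlings of 14 days, whereas the array labels give 50 mM NaCl and 24 h of drought, and the methods on RNA give seedlings of 10 days. The tissue is leaf in the labels and in the experimental design, shoot in the methods on RNA and the whole plant in the legend of Figure 1. The 2 arrays of a group carry the letters A and B, and nothing states that they hold RNA of separate plants. The p-values therefore measure only the spread between arrays of a group, which may be technical. That spread is pooled over the 8 groups, so a group with a wider spread of its own gets standard errors that are too small.

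The methods describe normalization by RMA and a filter on absent calls. The deposited values are intensities on a linear scale that had not been brought to a common level, and they come without calls. Their median ranged from 1.85 to 15.2 among the arrays. The salt arrays of VSR156 were dim, with means of 36.2 and 22.9 against 133 and 114 in the control, and 7.36% and 4.31% of probe sets above an intensity of 100 against 24.5% and 22.6%. In CSR11 the mean was 94.8 for salt array A and 9.16 for salt array B, and 46.6 and 92.2 for control arrays A and B. The 8 arrays of the drought experiment had means between 99.8 and 230. The log2 ratio of the 3' to the 5' control probe set of GAPDH, which grows as RNA gets shorter, was 6.06 and 5.89 in VSR156 salt, 4.64 and 4.39 in its control, 3.25 and 4.60 in CSR11 salt and 2.94 and 2.02 in its control. It was at most 1.34 in the drought experiment.

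For the values given here, 187 control probe sets were left out. The other 57194 were quantile-normalized over the 16 arrays and used as log2(intensity + 16), a scale that understates the change of dim probe sets. One model of 8 group means was fitted with limma, and a probe set counts as up or down regulated at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1. The model compares stressed with control arrays within a variety, so that no array serves in more than 1 comparison. An array annotation gives exactly 1 gene name for 22436 probe sets. In gene lists, the probe set with the highest mean stands for its gene, and camera compares the list with all other genes. After normalization, replicates correlated at r = 0.929 to 0.993 (median 0.988) across probe sets and other pairs of arrays at a median of 0.889. The lowest replicate correlation was that of CSR11 salt. That only 2 arrays make up a group limits the precision. Where an array is left out below, its group keeps 1 array and its spread comes from the other groups.

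Across 206 probe sets at least 3 log2 units apart between the control arrays of IR64 and Vandana, the arrays labelled Vandana drought correlated at r = 0.851 with the IR64 control and at r = -0.558 with the Vandana control. The arrays labelled IR64 drought did not show the reverse, with r = 0.462 for the IR64 control and 0.009 for the Vandana control.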

The control and stressed seedling were then used for microarray gene expression profiling using Affymetrix system. A total of 315 and 720 gene probes were up and down regulated in CSR11 under salt stress conditions compared to the control seedlings. 

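In CSR11, salt lowered more probe sets than it raised. Between the 2 salt and the 2 control arrays, 2268 probe sets fell and 1353 rose, 6.33% of those tested. CHT1, a chitinase gene of the kind linked to defence, rose by 2.81 log2 units (standard error 0.17, adjusted p = 5.87e-06 from limma). Genes for uptake and transport of potassium and sodium were lower as a list, with 6 of 24 past the test and a median of -0.49 (adjusted p = 0.00334 from camera, adjusted p = 0.143 with an estimated correlation). Among them were AKT1, a potassium channel, at -2.31 (standard error 0.13, adjusted p = 3.59e-06), and the potassium transporter HAK18 at -1.61.

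Genes for late embryogenesis abundant (LEA) proteins and dehydrins, which protect cells that lose water, were higher as a list. RAB16C, at 1.55, and RAB16D passed the test among 7 measured genes (median 0.98, adjusted p = 0.0329 from camera, adjusted p = 0.379 with an estimated correlation). Of 6 WRKY transcription factors, 3 fell, among them WRKY62 at -1.37 and WRKY9 at -1.17 (median -0.88, adjusted p = 0.0178, adjusted p = 0.383 with an estimated correlation). Photosynthesis genes were lower, with 4 of 17 past the test (median -0.21, adjusted p = 0.024, adjusted p = 0.377 with an estimated correlation), led by PSAG of photosystem I at -2.02. Among 12 genes of chlorophyll and carotenoid synthesis, 2 fell (median -0.62, adjusted p = 0.00334, adjusted p = 0.376 with an estimated correlation): PORA, which reduces protochlorophyllide, at -1.36, and CHLH, a subunit of magnesium chelatase, at -1.44 on its brighter probe set and at -0.33 (adjusted p = 0.44) on another. Ribosomal protein genes were higher as a list, though the median of 0.51 became -0.41 with values as deposited (adjusted p = 0.00178 from camera, adjusted p = 0.304 with an estimated correlation), and 1 of 26, RPS10-1, passed on its own at 1.33. Markers of roots moved with the same arrays. The silicon transporter LSI1 was at -1.21, LSI2 at -0.59 and the metal transporter NRAMP5 at -1.79 (median -1.21, adjusted p = 0.0178, adjusted p = 0.298 with an estimated correlation).

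Salt array B of CSR11 was the dimmest of the study, and without salt array A the calls came to 4459 up and 4598 down, while the lists of LEA proteins (adjusted p = 0.166), WRKY factors (0.061), potassium and sodium transporters (0.0662), photosynthesis (0.173), chlorophyll synthesis (0.061) and root markers (0.123) no longer passed. The LEA and photosynthesis lists were also lost without control array A (adjusted p = 0.0606 and 0.0644). With each array only centred on its median, 123 probe sets rose and 1900 fell, and with values as deposited limma called 0 up and 13 down (26 and 2685 at an unadjusted p under 0.05), and CHT1 no longer passed at 1.36. From only the 4 arrays of CSR11, limma called 0 up and 0 down (1198 and 1851 at an unadjusted p under 0.05). The standard errors above rest on the spread pooled over all groups.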

Relatively, salt-stressed VSR156 compared to the control revealed significantly higher number of gene probes that showed differential regulation (induction of 1148 gene probes and suppression of 2403 gene probes (Figure 1). 

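Salt raised 1902 probe sets and lowered 2528 in VSR156, 7.75% of those tested, again between 2 salt and 2 control arrays. All 7 measured genes for LEA proteins and dehydrins rose (median 3.41, adjusted p = 3.03e-09 from camera, adjusted p = 0.0312 with an estimated correlation). The largest changes among them were those of a gene labelled LEA, at 5.23 log2 units (standard error 0.30, adjusted p = 1.22e-06 from limma), and of RAB16B, at 4.62 (standard error 0.16, adjusted p = 1.11e-07). Genes of DNA replication and the cell cycle fell. Of 56 measured, 18 passed the test (median -0.58, adjusted p = 5.12e-05, adjusted p = 0.0476 with an estimated correlation), with MCM2, part of the replicative helicase, at -2.06 and the mitotic cyclin CYCB1-1 at -1.63 (standard error 0.15, adjusted p = 2.68e-05).

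Of 12 genes of chlorophyll and carotenoid synthesis, 6 fell, with PORA at -1.73 and the chlorophyll synthase gene CHLG at -1.67 (median -1.05, adjusted p = 0.000261, adjusted p = 0.132 with an estimated correlation). Metallothionein genes, whose products bind metals, rose in 5 of 7 cases, with MT1C at 3.79 (median 1.37 but -0.12 with values as deposited, adjusted p = 0.00137, adjusted p = 0.0476 with an estimated correlation). Of 25 aquaporins, channels for water and small solutes, 7 rose, among them TIP2-1 at 3.05 and PIP1-3 at 2.31 (median 0.25 but -0.43 with values as deposited, adjusted p = 0.00229, adjusted p = 0.18 with an estimated correlation). Thioredoxins and glutaredoxins, which reduce disulfides, counted 6 up and 1 down of 33, with GRXC1 at 2.16, GRXS2 at 2.14 and TRX19 at -1.05 (median 0.31 but -1.81 with values as deposited and -0.05 with centred arrays, adjusted p = 0.0427, adjusted p = 0.18 with an estimated correlation). That list was lost without VSR156 control B (adjusted p = 0.084), VSR156 salt A (0.059) or B (0.0526), or CSR11 salt A (0.0681) or B (0.0682). Root markers rose in the same arrays, LSI1 by 2.40 and LSI2 by 3.45, with NRAMP5 at 0.88 (median 2.40 but -0.01 with values as deposited, adjusted p = 0.00184, adjusted p = 0.0476 with an estimated correlation).

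A test of the difference itself found 5171 probe sets whose salt response was not alike in the 2 varieties, 2510 higher in VSR156 and 2661 higher in CSR11. The response of the LEA list was higher in VSR156 by a median of 2.67 (adjusted p = 2.62e-06, adjusted p = 0.0434 with an estimated correlation) and that of the root markers by 3.61 (adjusted p = 2.47e-05, adjusted p = 0.0434 with an estimated correlation), and that of DNA replication was lower by -0.68 (adjusted p = 5.45e-06, adjusted p = 0.0434 with an estimated correlation). The 5171 became 2748 without VSR156 control A, 2923 without VSR156 control B, 13485 without CSR11 salt A and 970 in a model of the 8 salt arrays alone. In VSR156, 648 probe sets rose and 4436 fell with each array centred on its median, and 13 and 13015 with values as deposited, where RAB16B no longer passed at 2.31. Without CSR11 salt A, the calls in CSR11 outnumbered those in VSR156. The CSR11 salt group was then the dimmest array of the study alone, so this does not settle the order.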

Comparative transcriptomics was done using DNA microarrays in rice for salttolerant (Pokkali) and salt-sensitive (IR29) varieties and 10% genes were differentially expressed within 1 hr of salt stress in Pokkali [22]. 

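In IR64, drought raised 1722 probe sets and lowered 2257, 6.96% of those tested, and in Vandana it raised 3005 and lowered 3731, 11.8%, each between 2 drought and 2 control arrays. The aquaporin PIP2-7 fell by 4.82 log2 units in IR64 (standard error 0.14, adjusted p = 1.37e-08 from limma) and by 4.22 in Vandana, while TIP3-1, an aquaporin of the vacuole membrane, rose by 4.64 and 5.62. LEA proteins and dehydrins rose in 6 of 7 cases in IR64 (median 1.36, adjusted p = 5.7e-06 from camera, adjusted p = 0.114 with an estimated correlation) and in all 7 in Vandana (median 4.87, adjusted p = 7.16e-07, adjusted p = 0.0424 with an estimated correlation). RAB25 rose by 4.42 in IR64 (standard error 0.17, adjusted p = 5.25e-08) and by 5.80 in Vandana.

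Some genes responded unequally in the 2 varieties by a test of the difference. ASMT, labelled as an acetylserotonin methyltransferase, an enzyme of melatonin synthesis, rose by 5.21 in IR64 (standard error 0.24, adjusted p = 1.5e-07), and its response exceeded that in Vandana by 7.00 (adjusted p = 2.25e-07). HOX24, a homeodomain transcription factor, rose by 6.31 in Vandana (standard error 0.12, adjusted p = 3.63e-10), and its response in IR64 was lower by -5.57 (adjusted p = 8.2e-09).

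Of 12 genes of chlorophyll and carotenoid synthesis, 7 fell in IR64, with PORA at -2.49 (median -1.13, adjusted p = 0.00014, adjusted p = 0.145 with an estimated correlation), and in Vandana 7 fell, with CHLD at -2.56, and 1, the phytoene synthase gene PSY3, rose by 3.33 (median -1.54, adjusted p = 0.00217, adjusted p = 0.192 with an estimated correlation). Photosynthesis genes counted 5 down and 1 up of 17 in each variety (IR64 median -0.26, adjusted p = 0.00532, adjusted p = 0.145 with an estimated correlation; Vandana median -0.37, adjusted p = 0.0499, adjusted p = 0.271 with an estimated correlation). Genes labelled FNR, for ferredoxin-NADP reductase, went opposite ways, 1 of them to -2.25 in IR64 and -2.75 in Vandana and the other to 1.01 and 1.16. Ribosomal protein genes fell in 14 of 26 cases in Vandana, RPL11 by 1.57 (median -1.06, adjusted p = 3.93e-07, adjusted p = 0.0424 with an estimated correlation), and in IR64 none of the 26 passed alone while the list did (median -0.53, adjusted p = 5.99e-05, adjusted p = 0.145 with an estimated correlation). Cellulose synthases and their relatives counted 9 down and 3 up of 29 in IR64, with CESA1 at -2.59 and CSLA5 at 3.28 (median -0.21, adjusted p = 0.0435, adjusted p = 0.145 with an estimated correlation).

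The values of both varieties rest on drought arrays whose labels are in doubt. Set against the control of the other variety, the arrays labelled Vandana drought had 1401 probe sets up and 2192 down. Those labelled IR64 drought had 2689 up and 3248 down. The order of the 2 drought labels thus turns. Calls against the Vandana control (5937) still outnumbered those against the IR64 control (3593). On the deposited scale, 663 probe sets rose and 235 fell in IR64, and 761 and 2315 in Vandana. The cellulose synthase list was lost without IR64 control A (adjusted p = 0.0776), IR64 drought A (0.0547) or CSR11 control A (0.0565) or B (0.0564), and the photosynthesis list of Vandana without each of 12 arrays in turn, up to an adjusted p of 0.071 without CSR11 salt B.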

An incidence of high number of gene probes showing differential expression was also observed for Vandana (2479 gene probes for up- and 3074 for down-regulated) and IR64 (1710 gene probes up and 2192 down-regulated) in response to drought stress (Figure 1). 

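RAB16D, a dehydrin gene, rose in every variety, by 3.41 log2 units in VSR156 and 3.44 in CSR11 under salt and by 3.48 in IR64 and 6.36 in Vandana under drought (standard error 0.20 each, adjusted p = 1.26e-06, 3.59e-06, 6.04e-07 and 3.72e-09 from limma). SUS1, a sucrose synthase, was at -2.03, -1.71, -2.00 and -3.45 in the same order, and its other probe set passed in the same direction. A probe set of FBPASE, which encodes fructose bisphosphatase, was at -1.63, -2.27, -1.68 and -2.16, and another of the same gene at -0.64, -1.56, -1.55 and -1.88. A probe set of GLN2, the glutamine synthetase of chloroplasts, was at -2.68, -2.54, -2.55 and -2.26 (standard error 0.28 each, adjusted p = 7.65e-05, 0.0002, 8.08e-05 and 9.99e-05). A brighter probe set of GLN2 stayed short of the fold threshold at -0.12, -0.43, -0.67 and -0.82.

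In all, 58 probe sets (46 named genes) rose in all 4 varieties and 103 (74 named genes) fell. Independent lists of the same sizes, drawn from all 57194 probe sets, would share 0.0712 and 0.258. These numbers are too low, since dim probe sets were rarely called. Control arrays were not shared between the varieties. With values as deposited, limma called 0 probe sets in all 4 in either direction (0 up and 198 down at an unadjusted p under 0.05), and with only the 4 arrays of each variety also 0 (51 and 105). With each array centred on its median the shared lists held 10 up and 120 down, and with the methods' t-test 16 and 12. Among the calls lost with values as deposited were those of SUS1 (-2.61), GLN2 (-2.23) and FBPASE (-1.86) in CSR11, and FBPASE in VSR156 was lost with a pseudocount of 64, at -0.72, and without VSR156 control B, at -1.44.

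**Figure D1:**
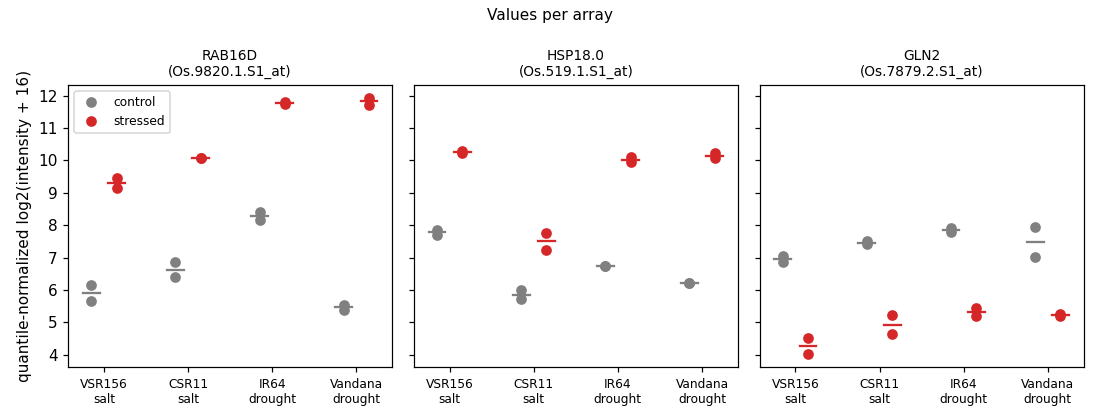
Quantile-normalized log2(intensity + 16) of RAB16D, the heat shock protein gene HSP18.0 and GLN2 on each of the 16 arrays, with grey points for control and red points for stressed arrays and a line at the mean of each group. For RAB16D the control arrays lie between 5.39 and 8.42 and the stressed ones between 9.15 and 11.93, and for GLN2 the stressed arrays lie below all control arrays of the same variety. On the deposited scale RAB16D was at 0.97 in VSR156, 2.02 in CSR11 and 3.55 in IR64 and HSP18.0 at 3.64 in IR64, none of them past the test, and HSP18.0 did not pass in VSR156 or CSR11.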

Venn with all the four varieties and two stresses (salinity and drought) depicted 48 gene probes (27 genes) which were commonly differentially expressed in all the four varieties and two stresses. Those were stress inducible genes belong to heat shock proteins, DEAD helicases, zinc finger protein, glutamine synthatase (GST) and phospho ethanolamine. 

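Heat shock proteins, which keep other proteins folded, passed as a list in IR64, Vandana and VSR156, though not with an estimated correlation, and missed the test in CSR11. Of 26 measured genes, 13 rose and 1 fell in IR64 (median 1.13, adjusted p = 5.99e-05 from camera, adjusted p = 0.145 with an estimated correlation), and 14 rose and 1 fell in Vandana (median 1.19, adjusted p = 0.000425, adjusted p = 0.107 with an estimated correlation). In VSR156 6 rose (median 0.37 but -0.83 with values as deposited, adjusted p = 0.00221, adjusted p = 0.149 with an estimated correlation), and in CSR11 7 rose (median 0.16 but -0.13 with values as deposited, adjusted p = 0.0868, and 0.0205 without CSR11 salt B). HSP26.7, a small heat shock protein, rose by 4.74 log2 units in IR64 (standard error 0.27, adjusted p = 5.92e-07 from limma), and HSP16.9B by 5.10 in Vandana (standard error 0.17, adjusted p = 5.54e-09). HSP18.8 fell by 1.10 in IR64 and by 2.45 in Vandana.

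DEAD-box helicases unwind RNA. Of 4 measured, none passed in VSR156 (median -0.04, adjusted p = 0.949) or CSR11 (median 0.27 but -0.71 with values as deposited, adjusted p = 0.465), and RH2 fell under drought, by 1.59 in IR64 (standard error 0.17, adjusted p = 5.7e-05) and by 4.45 in Vandana (standard error 0.17, adjusted p = 1.17e-08). The list did not pass in IR64, where its median was 0.16 and its mean -0.20 (adjusted p = 0.96), or in Vandana (median -0.15, adjusted p = 0.361). Zinc finger genes, 68 of them, rose as a list in Vandana, with 11 up, led by C3H37 at 3.25, and 3 down, led by C3H9 at -1.83 (median 0.35 but -0.14 with values as deposited, adjusted p = 0.0118, adjusted p = 0.0424 with an estimated correlation). C3H37 rose by 2.94 in IR64, where 3 rose and 2 fell (median 0.19, adjusted p = 0.182). In VSR156 4 rose, with C3H10 at 1.44 and SAP5 at 1.42, and 4 fell (median -0.01 with a test that points up, adjusted p = 0.963), and in CSR11 4 fell, with C3H54 at -1.94 (median 0.00, adjusted p = 0.765).

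Glutamine synthetases, which bind ammonium into glutamine, numbered 4 and did not pass as a list. GS1;3 rose by 1.64 (standard error 0.29, adjusted p = 0.00228) and GS1;2 by 1.37 (standard error 0.14, adjusted p = 6.87e-05) in VSR156 (list median 0.63 but -1.14 with values as deposited, adjusted p = 0.3), GS1;1 fell by 1.48 in CSR11 (median -0.36, adjusted p = 0.37), GS1;2 fell by 1.18 in IR64 (median -0.63, adjusted p = 0.134), and none passed in Vandana (median -0.61, adjusted p = 0.29). The list counts the brightest probe set of each gene, and a dimmer one of GLN2 fell in all 4 varieties. Of 6 glutathione S-transferases, which attach glutathione to toxic compounds, GST1 rose by 1.47 and GST-I fell by 1.16 in VSR156 (median 0.49 but -1.58 with values as deposited, adjusted p = 0.189), none passed in CSR11 (median 0.09 but -0.62 with values as deposited, adjusted p = 0.465), GSTZ5 fell by 1.32 in IR64 (median -0.19, adjusted p = 0.888), and GST-I rose by 1.66 in Vandana along with GSTU6, at 1.50 on its brighter probe set and at -0.06 on another (median 0.54, adjusted p = 0.29).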

Microarray was employed to study cross talk of multiple stresses for cold, drought, high salinity, and/or abscisic acid (ABA), 15 genes were commonly expressed among all the four stresses which is dominated by genes related to signaling [23]. Our results indicate a common regulatory pathway for drought and salinity stress in tolerant and sensitive rice varieties [18, 23]. 

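Responses were more alike between the varieties under 1 stress than across stresses. Both salt-stressed varieties shared 328 probe sets up and 787 down, where independent lists would share 45 and 100. Both drought-stressed varieties shared 1024 and 1550, where 90.5 and 147 were expected. Expected numbers here and below count all probe sets, although dim ones were rarely called. In the brighter 50% alone VSR156 had 1939 up, against 1902 in the main analysis. The expected numbers are therefore too low, and the odds ratios below too high. Across the 57194 probe sets the log2 fold changes correlated at r = 0.368 (Spearman's rho 0.282) between VSR156 and CSR11 under salt and at r = 0.527 (rho 0.429) between IR64 and Vandana under drought. Probe sets are not independent replicates, so these correlations were not tested. The drought arrays, whose labels are in doubt, differed between IR64 and Vandana at 327 probe sets, against 2717 between the controls. Each stress also had its own pair of varieties and its own level of array brightness. The likeness within a stress therefore cannot be assigned to the stress alone.

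Across stresses, VSR156 and Vandana shared 573 probe sets up against 99.9 expected (odds ratio 9.37, Fisher's exact test p = 8.18e-280) and 549 down against 165 expected (odds ratio 4.49, p = 1.49e-146 from Fisher's exact test). VSR156 and IR64 shared 338 up and 299 down against 57.3 and 99.8 expected. CSR11 and IR64 shared 122 up and 405 down against 40.7 and 89.5 expected, and CSR11 and Vandana 210 and 457 against 71.1 and 148. The odds ratio of CSR11 with IR64 was 3.36 for rising probe sets (p = 8.12e-27 from Fisher's exact test) and 6.23 for falling ones (p = 4.02e-152 from Fisher's exact test). Over all probe sets the cross-stress correlations were low, with r = 0.085 for VSR156 and IR64, 0.185 for VSR156 and Vandana, 0.117 for CSR11 and IR64 and 0.078 for CSR11 and Vandana. With values as deposited the first of these became -0.036 and the r between the salt varieties 0.692.

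Aquaporins show both sides. TIP3-1 rose in VSR156 by 1.45 and was at 0.86 in CSR11, short of the fold threshold, while PIP1-3 fell by 1.50 in IR64. Between the salt varieties, 118 probe sets rose in VSR156 and fell in CSR11, where independent lists would share 75.4. The opposite way went 19, where 59.8 were expected. Between the drought varieties, 225 rose in IR64 and fell in Vandana against 112 expected, and 112 fell in IR64 and rose in Vandana against 119. With dim probe sets left out the expected numbers would be larger, so an excess is not established for the 118 or the 225. The paper proposes that tolerant and sensitive rice share a common regulatory pathway for drought and salinity.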

Genes always work in coordination and in the form of a network hence, co-expression gene interaction networks (GINs) were generated using differentially expressed genes (DEG).

### Co-expression GINs for DEG

Due to advent of high-throughput technologies we can formulate the biologically significant models to study the effect of environmental perturbations on cellular genetic and metabolic networks [24]. More advance bioinformatics analysis of microarray data can be judiciously employed to formulate the model for prediction of genes, which were co-expressed, and their correlations with abiotic stress conditions. Finally, we have attempted to create the models in predicting gene interaction networks by integrating computational and experimental approaches.

### GINs for genes common to salt stress in the tolerant and susceptible varieties

A co-expressed GIN was formulated for the DEG of CSR11 and VSR156 under salt stress condition. 

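Interaction networks were rebuilt from the same arrays as partial correlations, which link 2 probe sets by what remains of their correlation after all others are taken into account. The paper used differentially expressed probe sets and the GeneNet package, which was not used here. It does not state which arrays entered each network, how its genes were narrowed to the nodes shown or where the edge threshold lay. The shrinkage estimator of Schaefer and Strimmer was therefore applied to log2 values standardized over the arrays: the 8 arrays of VSR156 and CSR11 for salt, the 8 of IR64 and Vandana for drought and all 16 for both stresses together. Nodes were the probe sets that rose, or fell, in both varieties of a stress or in all 4, with the paper's hub added where it was not among them. Salt networks had 328 rising and 787 falling nodes. The strongest links were kept, 154 and 230 as in the paper, 68 for drought-induced genes, and 4 per node where the paper gives no number. The degree of a probe set is its number of links.

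On simulated data in which 1 hub drives 10 of 60 nodes, the hub came first in 0 of 50 runs with 8 arrays (median rank 28), in 0 of 50 with 16 arrays, in 8 of 50 with 200 arrays and in 50 of 50 with 2000 arrays, the last case being added after the others were seen. With 8 or 16 arrays, a degree found here neither shows nor excludes that a gene is a hub.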

A total of 23 genes (nodes) with 154 interactions (edges) were induced that formed a single GIN. The nodes were identified which showed maximum interactions to other nodes in the GIN and defined as 'hub'. Os.519.1.S1_at (LOC_Os01g08860, heat shock protein, Hsp18) that was connected to 14 gene probes which contain genes of secondary metabolic process, plasma membrane and molecular function (Figure 2a). 

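The hub that the paper annotates as Hsp18 is a probe set of HSP18.0, a small heat shock protein that holds unfolding proteins. It rose in all 4 varieties, by 2.48 log2 units in VSR156 (adjusted p = 3.5e-06 from limma) and 1.64 in CSR11 (adjusted p = 0.000121) under salt and by 3.28 in IR64 (adjusted p = 2.92e-07) and 3.93 in Vandana (adjusted p = 2.78e-08) under drought, with a standard error of 0.17 each. Its rise was larger in VSR156 than in CSR11 by 0.85 (adjusted p = 0.0477 for the difference). Other probe sets of the same gene did not follow: 1 was at -1.48, -0.01, 1.39 and -0.88 in the same order and another at -0.24, 0.66, 0.26 and 0.63. On the deposited scale the log2 fold change of the hub was 0.23 in VSR156 and 0.47 in CSR11, neither past the test, and with each array centred on its median it was 0.88 in CSR11. In the network of rising genes under salt it had 0 of the 154 links (rank 88), and the highest degree was 38. With nodes from the methods' t-test its degree was 11 (rank 5 of 87 nodes), and 8 arrays are too few to settle such a degree.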

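Genes related to isoflavone reductase encode NADPH-dependent reductases of phenylpropanoid metabolism. The probe set of such a gene that the paper gives as a hub went up under salt and down under drought. It rose by 2.24 log2 units in VSR156 (adjusted p = 5.21e-05 from limma) and 1.92 in CSR11 (adjusted p = 0.000252), and it fell by 3.45 in IR64 (adjusted p = 1.38e-06) and by 3.57 in Vandana (adjusted p = 4.09e-07), with a standard error of 0.22 each. On the deposited scale the change in VSR156 turned to -0.22 and that in CSR11 was 0.53, neither past the test. Its degree in the rebuilt network of rising genes was 0 (rank 88), and with nodes from the methods' t-test it was 6 (rank 16), which 8 arrays cannot settle.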

Os.1000.1.S1_at (LOC_Os01g01660, isoflavone reductase) was connected to 14 gene probes including those for response to stress, plasma membrane, carbohydrate metabolic process, transferase activity, transporter activity, lipid metabolic process, lipid binding, isoflavone reductase homolog, import inner membrane translocase, metallothionein-like protein, 17.5 kDa class II heat shock protein, pathogen induced protein 2- 4, retrotransposon protein, abscisic stress ripening protein 2, conserved hypothetical protein and expressed proteins. Similarly GIN was also crafted for down regulated genes. Total 50 down regulated genes formed one co-expression GIN with 50 nodes and 230 edges. 

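For falling genes under salt, the probe set annotated by the paper as a hydrolase that binds zinc was lower in both varieties. It fell by 1.13 log2 units in VSR156 (adjusted p = 0.000208 from limma) and by 1.58 in CSR11 (adjusted p = 4.82e-05), with a standard error of 0.14. Under drought it was at 0.07 in IR64 (adjusted p = 0.902) and -0.28 in Vandana (adjusted p = 0.221). The salt calls ended at a pseudocount of 64, at -0.43 and -0.68, and both also ended with the methods' t-test. That in CSR11 ended as well with values as deposited, at -1.42, and from only the 4 arrays of CSR11. Among the 787 falling nodes its degree was 0 (rank 130, highest degree 20), and with nodes from the methods' t-test 4 (rank 42), too few arrays being at hand to tell a hub.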

With Os.22353.3.S2_x_at (LOC_Os09g04210, hydrolase/zinc ion binding protein) as the hub gene connecting to 11 gene probes (Figure 2b) including, serine/threonine-protein kinase receptor, transcription regulator, electron transporter/ heat shock protein binding protein, RNA-binding protein containing a PIN domain, cytochrome b/b6/petB family protein, chloroplast 50S ribosomal protein, ribulose-1,5 bisphosphate carboxylase / oxygenase large subunit N-methyltransferase.

### Interaction network of genes for drought stress

#### GINs genes commonly up regulated under drought stress in IR64 and Vandana varieties

The GIN was represented by a small network of 25 nodes having two GINs (Figure 3a). Major GIN contains 18 nods with 39 edges and the smaller one with only 7 nodes having 29 edges. 

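Under drought, the probe set that the paper assigns to inositol triphosphate, a messenger that releases calcium inside cells, was lower than in control plants. It fell by 1.10 log2 units in IR64 (adjusted p = 0.00049 from limma), and in Vandana it was at -0.83 (adjusted p = 0.00197), short of the fold threshold, each with a standard error of 0.15. Salt left it at -0.71 in VSR156 (adjusted p = 0.00795) and -0.18 in CSR11 (adjusted p = 0.513). The call in IR64 ended without IR64 control B (-0.96) or IR64 drought B (-0.95), with values as deposited (again -0.95) and at a pseudocount of 64 (-0.78). Added to the 1024 probe sets that rose in both drought-stressed varieties, it had a degree of 2 (rank 19, highest degree 11), and with nodes from the methods' t-test 10 (rank 2), and simulated hubs were not found with so few arrays.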

Os.11023.1.S2_a_at (LOC_Os01g51890, inositol-1, 4, 5- triphosphate) gene probe was connected to 10 gene probes which includes transcription factor activity and protein binding, desiccation-related protein, calcium-dependent protein kinase 2, glutathione S-transferase (GST), cytochrome P450, ATPdependent RNA helicase and F-box domain containing protein. GIN2 was containing kinase activity, catalytic activity, signal transduction transcription factor, transporter activity and hydrolase activity genes, protein kinase, calcium ion binding protein and expressed proteins.

#### GINs genes commonly down regulated under drought stress in IR64 and Vandana

This GIN contained 48 genes with two networks -GIN1 with 39 and GIN2 with 9 gene probes (Figure 3b). 

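Tasselseed-2, a short-chain dehydrogenase known from sex determination in maize flowers, gives its name to the hub that the paper finds among falling genes under drought. This probe set was higher under drought, by 1.63 log2 units in IR64 (adjusted p = 0.000368 from limma) and by 1.41 in Vandana (adjusted p = 0.000591). Under salt it fell by 2.55 in VSR156 (adjusted p = 2.07e-05) and was at -0.59 in CSR11 (adjusted p = 0.103), with a standard error of 0.22 in each comparison. The salt response of VSR156 differed from that of CSR11 by -1.96 log2 units (adjusted p = 0.00311 for the difference). On the deposited scale the rise in Vandana was 0.98 and no longer past the test. Added to the 1550 probe sets that fell in both drought-stressed varieties, it had a degree of 97 (rank 21, highest degree 286), with nodes from the methods' t-test 198 (rank 1), and 0 (rank 350) when each array was taken relative to its group mean. Degrees from 8 arrays do not tell whether a gene is a hub.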

Os.26594.1.S1_at (LOC_Os07g40250, sex determination protein tasselseed-2) in GIN1 was connected to 14 number of genes which contain genes for signal transduction, transcription regulator activity, inositol-1, 4, 5-trisphosphate 5-Phosphatase, serine/threonine-protein kinase, and ABC transporter-like protein. GIN2 was very small network containing genes for signal transduction, and kinase activity.

#### GINs genes commonly regulated between drought and salt stress in all four varieties

We compared genes which were commonly differentially expressed under salinity and drought stress conditions because this leads to identification of stress responsive genes which may related to other stresses. A total of 39 genes were found to be common to both the stresses and a single dense Co-expression GIN was established (Figure 4). It has 3 major hubs (i) Os.14820.1.S2_s_at (LOC_Os05g51150, RNA polymerase sigma factor, transcription factor activity) connected to 14 nodes which included genes for transporter, response to biotic stimulus, amino acid and derivative metabolic process and kinase activity; (ii) OsAffx.17491.1.S1_at connected to 11 genes which included transporter activity, transferase activity, transcription factor activity, response to abiotic stimulus, kinase activity related genes. (iii) Os.37184.1.S1_at (LOC_Os01g43230, expressed protein) was also connected to 11 gene probes that included hydrolase activity, transferase activity, nucleic acid binding, protein metabolic process, response to abiotic stimulus and transport genes. 

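Of the 3 common hubs, the sigma factor gene, whose kind guides RNA polymerase to promoters in plastids, fell in all 4 varieties: by 1.18 log2 units in VSR156 and 1.32 in CSR11 under salt and by 1.39 in IR64 and 2.05 in Vandana under drought (standard error 0.13, adjusted p = 0.000104, 9.5e-05, 2.22e-05 and 4.88e-07 from limma). The hub without an annotation fell under drought by 1.10 in IR64 (adjusted p = 0.00623) and fell by 2.99 in Vandana (adjusted p = 1.91e-06), and was at -0.93 (adjusted p = 0.0143) in VSR156 and -0.70 (adjusted p = 0.0582) in CSR11, with a standard error of 0.22. The hub annotated as an expressed protein fell, to -1.98 in VSR156, -1.72 in CSR11 and -2.38 in Vandana (standard error 0.12, adjusted p = 2.3e-06, 1.46e-05 and 1.22e-07), and was at -0.96 in IR64 (adjusted p = 0.000278). The drought responses of IR64 and Vandana differed by 1.89 for the hub without an annotation (adjusted p = 0.00328 for the difference) and by 1.43 for the expressed protein (adjusted p = 0.000388).

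**Figure D2:**
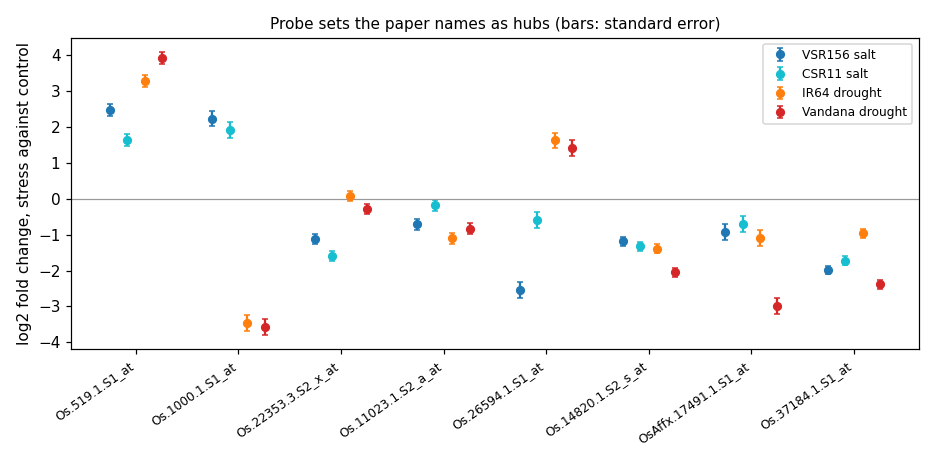
Log2 fold change of stressed against control arrays for the 8 probe sets that the paper names as hubs, in VSR156 and CSR11 under salt and in IR64 and Vandana under drought, with bars for the standard error (2 arrays against 2). The Hsp18 probe set lies above 0 and the sigma factor below 0 in all 4 comparisons, while isoflavone reductase lies above 0 under salt and below 0 under drought. On the deposited scale, isoflavone reductase turned to -0.22 in VSR156 and Hsp18 kept its sign.

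The sigma factor lost its call with values as deposited in CSR11 (-2.06), IR64 (-1.42) and Vandana (-2.63), and in IR64 also with a pseudocount of 64 (-0.74) and with the methods' t-test. The call of the hub without an annotation in IR64 ended with values as deposited (-1.02) and with a pseudocount of 64 (-0.70). It also ended without IR64 drought A (-0.97), where it was under the fold threshold, or without IR64 control A (-1.01). That probe set passed in VSR156 with values as deposited (-2.69) and with centred arrays (-1.44). In CSR11 it passed with centred arrays (-1.10) and was at -1.15 without CSR11 salt B. The expressed protein lost its call with a pseudocount of 64 in VSR156 (-0.95) and CSR11 (-0.92), and with values as deposited in CSR11 (-1.74). It passed in IR64 with centred arrays (-1.08) and with a pseudocount of 1 (-1.64), and was at -1.02 there without IR64 control A. In the network of 163 nodes with 652 links, the sigma factor had a degree of 0 (rank 145), the hub without an annotation 24 (rank 7) and the expressed protein 10 (rank 48), with a highest degree of 34. With nodes from the methods' t-test the degrees were 7, 11 and 10, and the sigma factor came first, with 31 links, when each array was taken relative to its group mean. Degrees from 16 arrays leave open which genes are hubs.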

A single co-expressed GIN was established for the genes induced and/or suppressed in salt tolerant and sensitive rice cultivars. Hub genes heat shock protein, Hsp18 (LOC_Os01g08860) and isoflavone reductase (LOC_Os01g01660) were found for up-regulated GIN. Similarly for down regulated GIN hydrolase/zinc ion binding protein (LOC_Os09g04210) gene was the hub gene. For drought treatments 2GINs were reported for induced and suppressed gene sets however the size of GIN was smaller than that of GINs for salinity treatment. The hub genes for up-regulated co-expression GIN were inositol-1, 4, 5- triphosphate (LOC_Os01g51890) and sex determination protein tasselseed-2 (LOC_Os07g40250) for down-regulated coexpression GIN.

A single and dens GIN was found for common co-expressed genes under both the stresses drought and salinity and 3 hubs were reported in the GIN. 

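Single small heat shock proteins, which bind unfolding proteins, rose under salt. In VSR156, HSP17.9 rose by 1.89 log2 units (standard error 0.17, adjusted p = 2.2e-05 from limma) and HSP16.9A by 1.52 (standard error 0.24, adjusted p = 0.00115). In CSR11, HSP17.3 rose by 2.06 (standard error 0.22, adjusted p = 0.00018) and HSP16.9B by 1.80 (standard error 0.17, adjusted p = 7.53e-05). HSP18.6 rose by 2.16 in VSR156 and 2.36 in CSR11 on its brightest probe set, while another probe set of the same gene was at 0.43 and 0.00, and with values as deposited neither rise passed, at 0.08 and 1.15. Heat shock transcription factors, which switch such genes on, rose in 6 of 20 cases in VSR156, with HSF10 at 1.64, HSF03 at 1.61 and HSF05 at 1.50 (median 0.60 but -1.20 with values as deposited, adjusted p = 0.00335 from camera, adjusted p = 0.0476 with an estimated correlation). In CSR11 2 rose and 3 fell, and the list did not pass (median -0.20, adjusted p = 0.649). Root markers and short RNA moved with the VSR156 salt arrays, as given above for that variety.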

The GIN for salinity treatment for upregulated co-expressed genes was rich in heat shock protein, which was not only a hub gene but also a connecting gene. However, GIN for down-regulated co-expressed genes was enriched with units of kinases and signal transduction genes. Similarly GIN for drought treatment for induced co-expressed genes were enriched with transcription factors, kinases, helicases, GST, F-box proteins and signal transducers. 

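Protein kinases of stress signalling did not pass as lists under salt, although single members fell. Among 16 MAP kinases, 4 fell and 1 rose in VSR156, with MPK10 at -1.46 log2 units (standard error 0.25, adjusted p = 0.00181 from limma), MPK11 at -1.36 and MPK3 at 1.10, or 0.77 on its other probe set (median -0.35, adjusted p = 0.196 from camera), and in CSR11 2 fell, with MPK10 at -2.48 (standard error 0.25, adjusted p = 0.000109; median -0.24, adjusted p = 0.283). CIPK kinases act with calcium-sensing CBL proteins. Of 31 such genes, 3 fell and 1 rose in VSR156, with CIPK18 at -1.95 (standard error 0.16, adjusted p = 1.54e-05) and CIPK29 at 1.48 (median -0.15, adjusted p = 0.709), and 3 fell in CSR11, with CIPK14 at -1.95 (standard error 0.19, adjusted p = 9e-05) and CIPK5 at -1.72 (median -0.14, adjusted p = 0.308). Calcium-dependent protein kinases, 20 measured, had CPK12 down at -1.07 in VSR156 (median -0.13, adjusted p = 0.571) and CPK4 down at -1.91 and CPK21 up at 1.24 in CSR11 (median -0.10, adjusted p = 0.634). SnRK2 kinases, which carry the abscisic acid signal, numbered 10. SAPK1 rose by 1.40 and SAPK6 by 1.06 in VSR156 (median 0.11, adjusted p = 0.797), and none passed in CSR11 (median -0.28, adjusted p = 0.649). Type 2C protein phosphatases, which act against SnRK2 kinases, counted 7 up and 4 down of 55 in VSR156, with PP2C30 at 3.30 and PP2C59 at 2.61 (median -0.04 with a test that points up, adjusted p = 0.944), and 1 up and 5 down in CSR11, where PP2C30 rose by 1.30 (median -0.23, adjusted p = 0.286).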

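Under drought, single kinases and transcription factors rose strongly while few of their lists passed. SnRK2 kinases rose in 4 of 10 cases in Vandana, SAPK6 by 2.48 log2 units (standard error 0.28, adjusted p = 4.6e-05 from limma) and SAPK1 by 2.35 (list median 0.32, adjusted p = 0.168 from camera), and in IR64 SAPK1 rose by 1.17 (median 0.53, adjusted p = 0.134). CBL10, a calcium sensor, rose by 1.37 in IR64 (standard error 0.14, adjusted p = 3.69e-05), where 3 other genes of the CBL and CIPK list fell (median 0.17, adjusted p = 0.96), and by 2.43 in Vandana, where 10 rose and 2 fell (median 0.42, adjusted p = 0.0869). MPK7 fell by 1.27 in IR64 (MAP kinase median -0.07, adjusted p = 0.888) and by 1.15 in Vandana (median 0.30 with 1 down, adjusted p = 0.481). CPK1 fell by 1.06 in IR64 (calcium-dependent kinase median -0.17, adjusted p = 0.419) and fell by 1.60 in Vandana (median -0.04, adjusted p = 0.481).

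Homeobox factors counted 3 up of 41 in IR64, with HOX12 at 2.37 (median 0.02, adjusted p = 0.96), and 8 up and 4 down in Vandana, with HOX7 at 4.05 and ROC5 at -1.69 (median 0.02, adjusted p = 0.467). Among 22 bZIP factors, RF2 rose by 1.41 and RF2B by 1.28 in IR64 (median 0.01, adjusted p = 0.71), and 5 rose and 2 fell in Vandana, with ABF2 and TRAB1, which bind abscisic acid response elements, at 1.70 and 1.59 (median 0.10, adjusted p = 0.29). NAC6 rose by 1.42 in IR64 and 2.31 in Vandana on its brightest probe set, with another probe set of the same gene at 0.10 and -0.18, and NAC3 fell by 1.40 in IR64 (NAC medians -0.14, adjusted p = 0.96, and 0.23, adjusted p = 0.398). WRKY76 fell by 2.16 in IR64, where 3 of 6 WRKY factors fell (median -0.74, adjusted p = 0.182), and in Vandana 1 rose and 1 fell (median 0.25, adjusted p = 0.74). MYB factors did not pass in IR64 (median -0.06, adjusted p = 0.889), and in Vandana 2 of 10 fell while the median was 0.60 (adjusted p = 0.508). Among 10 AP2/ERF factors 1, ERF40, rose in each variety, by 1.32 and 1.87 (medians 0.02 and 0.03, adjusted p = 0.889 and 0.506). Type 2C protein phosphatases rose in 7 and fell in 1 case in IR64, with PP2C59 at 3.24 (median 0.13, adjusted p = 0.335), and in Vandana 16 rose and 5 fell, with PP2C59 at 5.09 and PP2C12 at -3.21 (median 0.28, adjusted p = 0.0627).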

GIN for commonly co-expressed genes was mixture of kinases, TFs and stress responses. 

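Heat shock transcription factors rose as a list in Vandana. Of 20, 8 rose and 1 fell, with HSF01 at 3.43 log2 units (standard error 0.31, adjusted p = 8.44e-06 from limma), HSF05 at 2.13 and HSF02 at -1.14 (median 0.73, adjusted p = 0.00156 from camera, adjusted p = 0.0424 with an estimated correlation). In IR64 2 rose, and the list did not pass (median 0.17, adjusted p = 0.817). The response of this list differed between varieties: it was higher in VSR156 than in CSR11 by a median of 0.68 (adjusted p = 0.00347, adjusted p = 0.0434 with an estimated correlation) and lower in IR64 than in Vandana, at -0.72 (adjusted p = 0.000435, adjusted p = 0.0418 with an estimated correlation). NAC factors responded higher in VSR156 than in CSR11 by 0.84 (adjusted p = 0.014, adjusted p = 0.0856 with an estimated correlation), where NAC3 rose by 1.66 in VSR156 and NAC5 fell by 2.80 in CSR11 on its brightest probe set and was at -0.46 (adjusted p = 0.33) on another. WRKY factors differed by 0.90 between the salt varieties (adjusted p = 0.0138, adjusted p = 0.233 with an estimated correlation). Among kinases, the CBL and CIPK list responded lower in IR64 than in Vandana, at -0.43 (adjusted p = 0.0175, adjusted p = 0.0717 with an estimated correlation).

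Under salt, the lists that follow did not pass. In VSR156 the medians were 0.51 for NAC (3 of 8 up, adjusted p = 0.128), 0.31 for bZIP (adjusted p = 0.271), 0.07 for homeobox factors (4 up and 3 down, adjusted p = 0.949), with HOX22 at 2.67, 0.18 for MYB (adjusted p = 0.517), 0.19 for WRKY (adjusted p = 0.797) and -0.01 for AP2/ERF (adjusted p = 0.872). In CSR11 they were -0.07 for NAC (adjusted p = 0.398), -0.15 for bZIP (adjusted p = 0.465), -0.08 for homeobox factors (1 up and 4 down, adjusted p = 0.369), -0.14 for MYB (adjusted p = 0.762) and -0.04 for AP2/ERF (adjusted p = 0.728). From the makeup of its networks the paper reasons to a part of kinases, transcription factors and heat shock proteins in stress tolerance.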

Among all the co-expressed GINs kinases, TFs and Hsps were invariably over-represented indicating involvement of those gene families in abiotic stress tolerance and their conserved nature in all the varieties. Gene network were crafted for A. thaliana and high connectivity were observed for cellular function genes involved in response and adaptation to different environmental condition and conserved regulatory strategies were also detected [25]. Data set (15) of Affymetrix rice microarray were subjected to Weighted Gene Correlation Network Analysis (WGCNA), one of the network analysis tool and different gene modules were identified and two important annotation types were identified [26].

#### Identification of regulatory elements in salinity and drought stress

Cis-regulatory elements (CREs) present in the promoter region of genes interacted with TFs to induce the downstream genes, which lead to stress tolerance [27]. Therefore, CREs of genes, which were differentially expressed in salt and drought stress conditions individually and/or commonly, was analyzed. Those genes, which are retrieved from co-expression, GIN for salinity drought and common to both the stresses were picked and there promoter sequences were subjected to CREs analysis with motif search by employing MEME [21] and for motif validation tools. The predicted motif was searched against the sequence database for the occurrences using MAST (Motif-based sequenced analysis tool). MAST assumes exactly one occurrence of each motif per sequence, and each sequence in the database has assigned a pvalue, based on the product of the p-values of the individual motif occurrences in that sequence. The motifs predicted were compared and validated against the "JASPAR_CORE_2014_plants database" using TOMTOM tool. Total 64 motifs were read from this database after removing those, which has conflicting Ids. The significant matches were listed against each motif in the section "Significant motifs".

We analyzed motifs for genes, which were commonly differentially expressed in salinity and drought stresses (Figure 5). For total 27 co-expressed genes, 20 significant motifs were detected (Figure 5). AgriGO analysis revealed the presence of TFs responsive to abiotic stresses. ABA-INSENSITIVE (Abi4) TF was over dominated for all the 20 motifs. Abi4 is an Apetala 2 (AP2)- type transcription factor responsive to various signaling pathways (ABA, sugar, ROS and salinity) in plant cell (Figure 6). Impaired drought tolerance was reported in mutant of abi4 [28]. In Arabidopsis Abi4 binds with the CE1 element [CACC(G)] in the promoter of its target genes that may be a core ABI4 binding elements in the genes suppresses by ABI4 [29]. After Abi4, 16 motifs for ERF2 were present followed by ZIP911 (12 motifs), Myb84 (10 motifs), Myb15 (7 motif) and Myb77 (5 motif). However, ERF were largely known for their role in biotic stress responses, some (AtERF1, AtERF2, AtERF3, AtERF4, and AtERF5) had been identified for abiotic stresses in Arabidopsis [30]. ERF1 was highly induced by salt and drought and various types of osmotic stresses in Arabidopsis. ERF1 induced specific sets of genes in response to salt and drought stress by stressexclusive binding to GCC [7, 30]. For the first time in this study ERF2 was overrepresented with response to salt and drought stress of rice showing its significance in both the stresses. In rice there were 89 ZIPS were reported among them 37 were found to be differentially expressed in dehydration, salinity and cold stress [31] but there was no report was available for ZIP911 which is first time reported in this study. Rice R2R3-type MYB gene, MYB2 played regulatory role in tolerance of rice to salt, cold, and dehydration stress [32]. Conclusively, CACC and GCC, CREs were major performers for salt and drought stress responsive mechanism. However, detailed analysis to confirm the role of these TFs and cis-regulatory elements has warranted for future study.

#### Validation of commonly regulated genes for differential expression using RT-PCR

Among 27 common DEG, 10 genes on the basis of their expression value in microarray were selected for their quantitative expression in leaf tissues of CSR11, VSR156 salt stressed and without stress, similarly for drought responses Vandana and IR64 stressed and without stressed were used. RNA was extracted and cDNA was synthesized using Superscript III. Real time PCR was performed with 10 genes using alpha elongation factor (α-Efa) as housekeeping genes for internal control. LOC_Os03g563700 (molecular function, Omethyltransferase) was induced under salt stressed conditions while being strongly suppressed in drought stress in both sensitive and tolerant genotypes. LOC_Os12g19530.1 (nucleotide binding, ATP-binding region ATPase like protein) was down regulated in both stresses for all the four genotypes. LOC_08g07540 (response to stress, hemimythylated DNAbinding protein) showed up-regulation under salt stress for CSR11 while, negligible changes was reported for VSR156. However, under drought stress, Vandana showed down regulation and a marginal change for IR64 was observed. LOC_Os05g40270 (response to stress, ATP binding protein) was induced in salt stress conditions for both tolerant and sensitive genotypes; however, its expression was 10 fold higher in sensitive as compared to the tolerant variety. Similarly, gene LOC_Os05g40270 (response to stress, ATP binding protein) was down regulated in drought stress in Vandana while it was up regulated in IR64. LOC_Os09g24530 (ribulose-1, 5 bisphosphate carboxylase/oxygenase large subunit N-methyltransferase) was suppressed under both stress conditions but was more strongly pronounced in the sensitive genotypes as VSR156 an increase in down regulation by 1.5 fold and IR64 was exhibited a 1.4 fold drop in down regulation in comparison to tolerant genotypes. Os04g011740 (heat shock protein) was up regulated in salt and drought and was 17-fold higher in VSR156 in comparison to CSR11 for salt stress; it was 1.7 fold higher in IR64 as compared to Vandana for drought stress. LOC_Os06g045710 (phospho glycerate kinase) was upregulated under salt stress while under drought stress marginal change was observed. LOC_Os07g048870 (MYB family TF) showed a 10-fold increase induction under salt stress in VSR156 whereas a 5-fold induction in IR64 was noted under drought stress conditions. LOC_Os01g08860 (hsp20/ alpha crystalline family) was induced under salt stress and was 2.6 fold higher in VSR156 as compared to CSR11 and down regulated under drought stress and this suppression was 5-fold higher in Vandana as compared to IR64. LOC_Os03g016920 (DnaK family protein) was up regulated under both the stresses and it was 5-fold higher in VSR156 for salt stress and 4-fold higher in IR64 under drought stress as compared to control conditions. It can be concluded that suppression of O-methyltransferase (Os03g0775000), hemimythylated DNA-binding protein (Os08g0172200, LOC_Os05g40270) ATP binding protein and hsp20/ alpha crystalline family (Os01g0184100) genes have significant effect on drought tolerance. However, induction of hemimethylated DNAbinding protein (Os08g0172200), phosphoglycerate kinase (Os06g0668200), and 17.5 kDa heat shock protein (Os01g0184100) genes were important for coping salinity stress tolerance. Moreover, higher expression of MYB TF in sensitive genotypes depicted its significant function for salt and drought tolerance.

Genes which are commonly expressed in salinity and drought stress were ATP binding protein, ribulose-1, 5 bisphosphate carboxylase/oxygenase large subunit N-methyltransferase, 17.5 kDa class II heat shock protein, heat shock cognate 70 kDa protein which has also been discussed earlier for their role in drought and salinity stress. We validated 10 genes among 29, which are commonly expressed through qRT-PCR. Enzymatic methylation catalyzed by O-methyltransferases is one of the most important reactions in the complex phenylpropanoids and flavonoid metabolism. Caffeoyl CoA and caffeic acid OMT are able to methylate lignin precursors. The wheat TaoMTi gene responded to stress and its transcripts showed significant accumulation in leaves and roots treated by MeJA, ethylene, ABA, wounding, PEG and UV-B. An RNAi line of CcoAOMT was developed and wilting was found phenotypically in the transgenic under water stress. COMT RNAi lines showed more than 30% reduction in cell viability and wilting in leaves during high sunshine hours may be due to possible reduction of lignin leaves. Arabidopsis mutants were susceptible to salinity, water deficit stress and disease resistance [33]. In our study, it is up regulated in salt stress but down regulated in drought stress conditions. O-methyltransferase is important for salinity tolerance as compared to drought. Plants are exposed to stress conditions during salinity stress, namely ionic and osmotic stress while under the drought situation, only osmotic stress persists. An increased lignin synthesis is required to tolerate salt stress. Hemi-methylated DNA binding proteins are induced under salinity stress in tolerant lines while being down regulated in drought stress conditions. This also showed the importance of methylation reactions in salt stress more than drought stress. ATP is the primary source of energy for plants and under stress conditions plants require more energy to survive under stress. Sensitive lines of salt and drought showed up-regulation of ATP binding protein while tolerant ones were down regulated. Metabolism of sensitive plants was much more disturbed then tolerant ones owing to lower stress tolerance and subsequently requires more energy derived metabolically for their survival. OsMYB2, a R2-R3 type MYB gene played pivotal role in multiple stress tolerance of rice [32]. OsMYB2 over expressing rice could accumulate higher osmolytes as soluble sugars, proline and LEA proteins and reduce MDA and H2O2 under salinity stress condition, thus protect plant by regulating osmotic balance and oxidative damage [32].

## Conclusions

It is of interest to explore the interaction of genes associated with drought and salt stress responses in tolerant and sensitive varieties of rice to help identify cis-regulatory elements responsible for regulation of genes in both the conditions. Novel insights into condition-specific gene interaction and cisregulatory elements were obtained which demonstrates the strength of the GIN approach to infer gene networks

## Competing Interests

We declare no competing interest with any one.

## Author’s contributions

PM and VM and PG carried out the experiments, NS helped in bioinformatics analysis and contributed in writing, SPK helped in bioinformatics analysis, AJ contributed in writing, VR and NKS conceptualized the idea and designed the whole work.

## Figures and Tables

**Figure 1:**
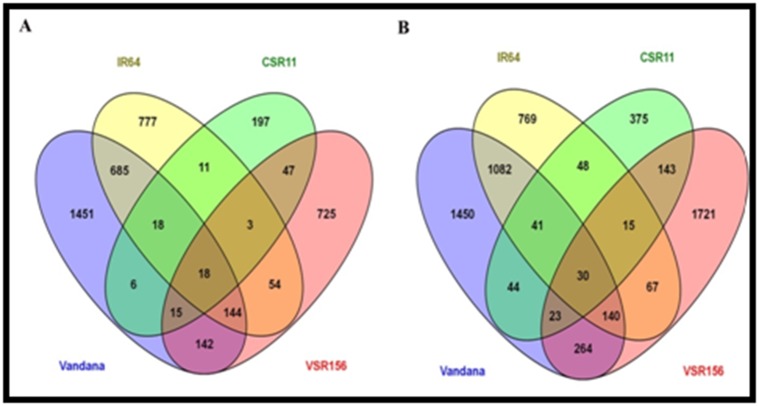
Number of genes differentially expressed during salinity and drought stress responses in contrasting genotypes. Rice seedlings (14-day-old) of salt-sensitive (SS) VSR156, salt-tolerant (ST) CSR11, drought-sensitive (DS) IR64 and drought-tolerant (DT) Vandana genotypes were grown hydroponically under controlled growth conditions and subjected to salinity (NaCl 150 mM) and drought stress treatments for 24 h and 12 h, respectively. Corresponding genotypes grown under normal condition were used as respective controls. Whole plants (control and treated) were used for global microarray analysis using Affymetrix gene chip. Venn diagram represents number of genes that were differentially expressed under salinity and/or drought stress conditions.

**Figure 2:**
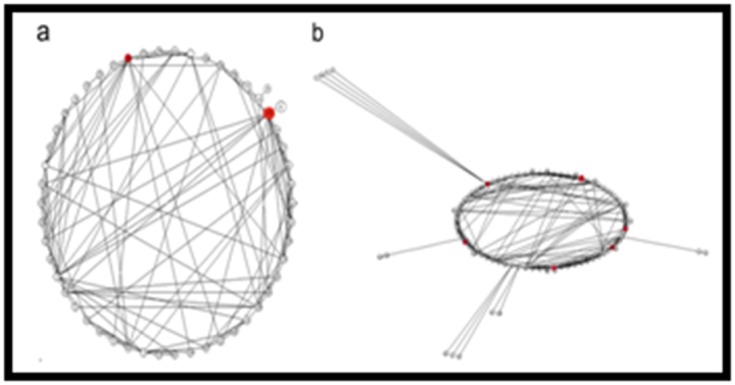
Gene interaction network for salinity stress induced differentially regulated genes in contrasting rice genotypes. Coexpression gene interaction network (A) for genes up regulated (B) down regulated in SS (VSR 156) and ST (CSR 11) during salinity stress as shown in Figure 1. Hubs are indicated with red circle and inferred interactions as edges.

**Figure 3:**
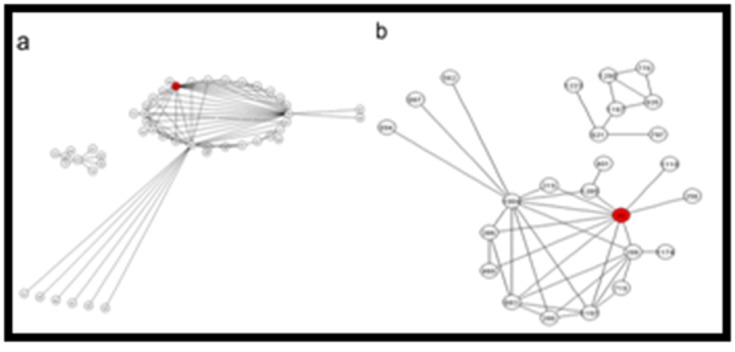
Gene interaction network for drought stress induced differentially regulated genes in contrasting rice genotypes. Coexpression gene interaction network (A) for genes up regulated (B) down regulated in DS (IR64) and DT (Vandana) during drought stress as shown in Figure 1. Hubs are indicated with red circle and inferred interactions as edges.

**Figure 4:**
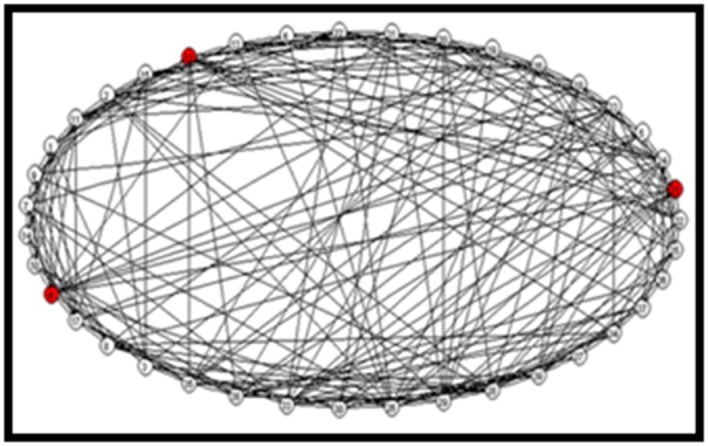
Gene interaction network for common genes, differentially expressed in salinity and drought stress in contrasting rice genotypes. Co-expression gene interaction network for genes up regulated or down regulated in SS (VSR156), DS (IR64), ST (CSR11) and DT (Vandana) during salt and drought stress as shown in Figure 1. Hubs are indicated with red circle and inferred interactions as edges.

**Figure 5:**
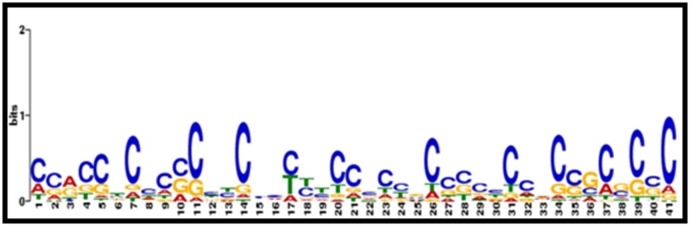
Over-representative cis-regulatory elements. Motif logos were generated for common genes, differentially expressed in salinity and drought stress in contrasting rice genotypes using MEME software. The overall height of each stack indicates the sequence conservation at that position (measured in bits), whereas the height of symbols within the stack reflects the relative frequencies of the corresponding nucleic acid at that position.

**Figure 6:**
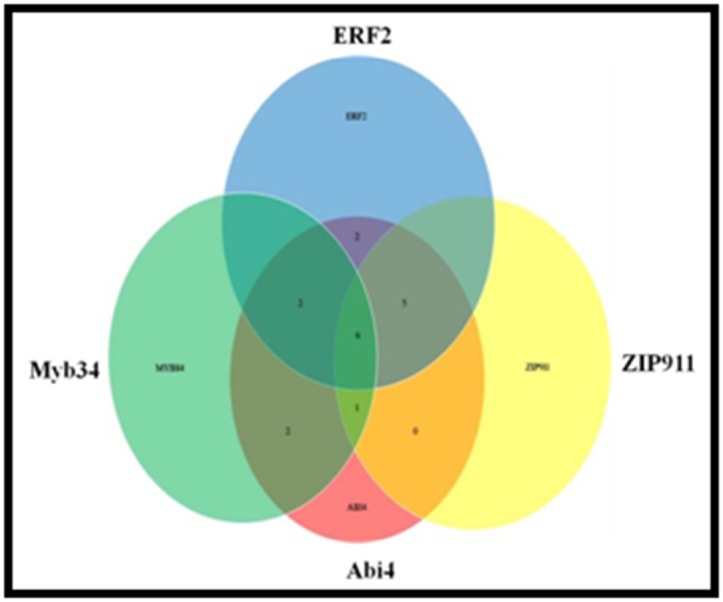
Venn for cis-elements for commonly differentially expressed co-expression GIN genes in salinity and drought stress conditions. Abi4, ERF2, Myb34 and ZIP911 transcription factors were over dominated in salinity and drought stress conditions in rice. Significant motifs (p≤0.05) present in the promoters of genes used for creating co-expression gene interaction network as shown in Figure 2, Figure 3, Figure 4 were mapped in rice genome.

How the deposited data were processed for this re-analysis (not part of the article)

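The authors deposited a table of processed values with 1 intensity per probe set and array. Per the submitters' processing notes they were made with GCOS 1.0, whereas the paper's methods name GCOS 1.2, RMA and a filter on absent calls. The deposited intensities are linear, run to different levels on different arrays and come without calls, so they were treated as intensities that no step had brought to a common level.

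The table holds 57381 probe sets for 16 arrays. The 187 control probe sets were removed, the other 57194 were quantile-normalized over all arrays, and 16 was added before log2. The pseudocount keeps dim probe sets from dominating, and it makes their fold changes smaller. A file of gene names for the array names exactly 1 gene for 22436 probe sets, several for 95 and none for 34663. It covers 17905 genes, of which 2452 have a symbol other than a locus number.

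Differences were tested with limma 3.58.1 in R 4.3.3, by a linear model with 1 mean for each of the 8 groups and empirical Bayes variances (residual degrees of freedom 8, prior degrees of freedom 2.94). Each stress was compared with the control of its variety, and the difference of the responses of 2 varieties was tested as an interaction. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. Interactions were called at the adjusted p alone. The deviations of arrays with the same replicate letter, A or B, correlated at r between -0.027 and 0.012 within a variety. No shared effect of the letter was thus seen, and no block was used. Such low values do not exclude a shared batch or set of plants.

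Gene lists were tested with camera of limma at a preset correlation between genes of 0.01 and again with an estimated correlation, and p-values were adjusted over 40 lists per comparison. Lists were written from gene symbols after the files were opened and before any fold change was computed. They hold only genes with a symbol, so families are covered in part. The brightest probe set over all arrays stands for its gene, and where probe sets of a named gene differ in sign or call, another is given beside it. Overlaps were compared with those of independent lists by Fisher's exact test, which treats probe sets as independent. The expected overlaps count all 57194 probe sets, dim ones included, and so are too low for lists of mostly brighter ones.

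Networks used shrinkage partial correlations after Schaefer and Strimmer, written in R. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

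The code was tested on simulated data in which 200 of 57194 probe sets were shifted, drawn from the brighter 50%. Of shifts of 1.5 log2 units it called between 82.1% and 92.5%, and of shifts of 3 at least 98.5%, with at most 5 false calls. The interaction test called between 53.7% and 56.7% of shifts of 1.5 and at least 95.5% of shifts of 3, with at most 11 false calls. A shifted list was found by camera and an unshifted list was not. In the simulation the noise was independent and a probe set had the same spread in every group. It therefore cannot show how many false calls come from a group with a wider spread, such as CSR11 salt. The network code put a simulated hub first in 50 of 50 runs with 2000 arrays, but in 0 of 50 with 8 or 16 arrays, so that the method, at this number of arrays, cannot identify a hub.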

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

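Whether a response differs between the 2 varieties of a stress was tested for every probe set and list, and the genes named below were chosen after the result was seen, by the size of their change. The paper compares lists of changed genes between varieties and gives no test of a difference.

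Under salt, 5171 probe sets responded differently in VSR156 and CSR11, and under drought 4238 in IR64 and Vandana. For lists past the preset test of camera under salt, the median difference, VSR156 minus CSR11, was -0.68 for DNA replication and cell cycle, 2.67 for LEA proteins and dehydrins, 0.84 for NAC transcription factors, 0.90 for WRKY transcription factors, 0.37 for aquaporins, 1.14 for glutamine synthetases, 0.68 for heat shock transcription factors, 1.28 for metallothioneins, 0.73 for phosphate transporters, 0.34 for potassium and sodium transporters, -0.41 for protein disulfide isomerases, -0.49 for ribosomal proteins and 3.61 for root markers. Under drought, IR64 minus Vandana, it was -0.43 for CBL proteins and CIPK kinases, -0.48 for JAZ (TIFY) proteins, -1.72 for LEA proteins and dehydrins, -1.0 for WRKY transcription factors, -0.72 for heat shock transcription factors, -0.51 for potassium and sodium transporters and 0.48 for ribosomal proteins. Only DNA replication, LEA proteins, heat shock factors, potassium and sodium transporters and root markers under salt, and LEA proteins and heat shock factors under drought, held with an estimated correlation (adjusted p of at most 0.0434).

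Among single genes under salt, the log2 response was higher in VSR156 than in CSR11 for LOC4331928 5.85, LOC4336614 5.71, LOC4325764 5.44, LOC4331301 5.24, LOC4324254 4.31, LEA 4.30, ELA3 3.99, RAB16B 3.63, LOC4338062 3.45, LOC4330830 3.13, LOC4338151 3.08 and LOC4333060 2.98. Smaller differences of that sign were LOC4351498 2.74, LOC4331521 2.72, LOC9272517 2.68, LOC4330036 2.52, LOC4332079 2.05, LOC4334034 1.77, LOC4332597 1.17, the Hsp18 probe set 0.85, LOC4325256 0.84 and LOC4328194 0.83. It was lower in VSR156 for an unnamed probe set -0.86, an unnamed probe set -0.92, LOC4333145 -1.36, LOC107278854 -1.37, LOC4338157 -1.94, tasselseed-2 -1.96, LOC4336609 -2.25, LOC4327517 -2.29, LOC4347898 -2.57 and LOC4328727 -2.64.

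Among single genes under drought, the log2 response was higher in IR64 than in Vandana for LOC4350213 11.96, LOC4341223 10.71, LOC4350213 9.32, LOC4352535 8.54, LOC4325919 7.83, ASMT 7.00, LOC4350706 6.73, LOC4343183 5.93, LOC4348445 4.95, LOC4325264 3.97, LOC4333070 2.58 and the hub without an annotation 1.89. Smaller differences of that sign were SUS1 1.45, the expressed protein 1.43, an unnamed probe set 1.16 and LOC4339516 1.09. It was lower in IR64 for LOC4346387 -1.09, LOC4344635 -1.10, LOC4339887 -1.21, LOC4329820 -1.68, LOC4332420 -1.75, LOC4325256 -1.77, LOC4335330 -1.79, LOC4339731 -2.32, HSP18.6 -2.33, an unnamed probe set -2.53, LOC4348874 -2.64, LOC4325912 -2.83, RAB16D -2.88 and LOC4339527 -2.90. Lower as well were LOC4332597 -2.97, LOC4331521 -3.03, LOC4345700 -3.88, LOC4345287 -4.09, LOC4335374 -4.47, HOX24 -5.57, LOC4352472 -6.01, LOC4352472 -6.54 and PINA -6.66. Where a gene appears more than once, the values come from different probe sets.

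These differences need not come from the genotypes. The drought arrays carry a doubt about their labels, and root markers went opposite ways in VSR156 and CSR11. By the GAPDH ratio, RNA was short in the salt arrays of VSR156 and in salt array B of CSR11. Each difference rests on 8 arrays, and the number under salt moved from 2748 to 13485 as single arrays were left out.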

How the results depend on the processing

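The alternatives below were fixed before the data were examined, except the one without probe sets that differ between control arrays, which was chosen after the result was seen. Which gene lists are followed here was also decided after their results were seen. For every result that changed, the cause was not tested.

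The scale changes the counts. With values as deposited, limma called 13 up and 13015 down in VSR156, 0 up and 13 down in CSR11, 663 up and 235 down in IR64 and 761 up and 2315 down in Vandana. At an unadjusted p under 0.05 the 0 in CSR11 becomes 26. With each array centred on its median the calls were 648 up and 4436 down in VSR156, 123 up and 1900 down in CSR11, 1576 up and 1944 down in IR64 and 2819 up and 3526 down in Vandana. With a pseudocount of 64 they were 805 up and 828 down in VSR156, 463 up and 877 down in CSR11, 929 up and 1279 down in IR64 and 1756 up and 2301 down in Vandana.

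So does the test. The methods' t-test gave 1248 up and 1397 down in VSR156, 372 up and 465 down in CSR11, 1488 up and 1986 down in IR64 and 2342 up and 2789 down in Vandana, and 0 in every group once Benjamini-Hochberg adjustment was added. Without a fold threshold limma called 4527 up and 5524 down in VSR156, 4170 up and 4730 down in CSR11, 3922 up and 4108 down in IR64 and 5997 up and 6143 down in Vandana. From only the 4 arrays of a variety, CSR11 had 0 up and 0 down by limma, where 1198 and 1851 pass at an unadjusted p under 0.05. From only the 8 arrays of the salt experiment it had 865 and 1215. In Vandana, 1956 rose once probe sets that differ between control arrays were left out. Leaving out each array in turn, the calls in CSR11 ranged from 1134 up without control array A to 4459 without salt array A, and from 1587 down without salt array B to 4598 without salt array A.

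Overlaps follow the counts. With values as deposited, all 4 varieties shared 0 up and 0 down, the salt varieties 0 and 7, and the drought varieties 285 and 109. With a pseudocount of 64, all 4 varieties shared 25 up and 41 down, the salt varieties 128 and 250, and the drought varieties 642 and 905. Without a fold threshold, all 4 varieties shared 308 up and 416 down, the salt varieties 1337 and 2062, and the drought varieties 2461 and 2785. Centred arrays left 10 up in all 4 varieties and 46 up under salt. By the methods' t-test, 16 rose and 12 fell in all 4, and 85 and 98 under salt, and after its adjustment every overlap was 0. From only the 4 arrays of a variety, limma left 0 in all 4 and in both salt varieties, where 51 up and 105 down in all 4 pass at an unadjusted p under 0.05. Under salt, the shared fall was 497 without cross-hybridising probe sets and 435 from only the 8 salt arrays. Without probe sets that differ between control arrays, 26 rose in all 4.

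Responses that differ between varieties vary widely in number. For salt the number was 265 with values as deposited, 966 with centred arrays, 1631 with a pseudocount of 1, 16421 with a robust linear model, 970 from only the 8 salt arrays and 12325 at an unadjusted p. With the letter as a replicate block within each variety it was 3384, although no shared effect of the letter was seen. It ranged from 2748 without VSR156 control A to 13485 without CSR11 salt A. For drought the same alternatives gave 901, 2141, 2074, 12872, 7719 and 9592, and 1916 without probe sets that differ between control arrays. It ranged from 2824 without IR64 control B to 6146 without CSR11 salt A.

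Correlations of fold changes moved too. Between the salt varieties r was 0.692 with values as deposited, 0.485 with centred arrays and 0.266 with a pseudocount of 1, and it ranged from 0.298 to 0.384 as single arrays were left out. Between the drought varieties it was 0.477 with values as deposited, 0.313 and 0.627 with pseudocounts of 1 and 64 and 0.549 in the brighter 50% of probe sets, with a range of 0.511 to 0.535. VSR156 and IR64 turned to -0.036 with values as deposited, with 0.067 for centred arrays, 0.023 and 0.134 for the pseudocounts and a range of 0.071 to 0.089. VSR156 and Vandana gave 0.335, 0.164, 0.109 and 0.226 in that order, 0.196 in the brighter 50%, and a range of 0.167 to 0.188. CSR11 and IR64 gave 0.049 with values as deposited, 0.075 and 0.143 with the pseudocounts, and a range of 0.086 to 0.132. CSR11 and Vandana gave 0.251 with values as deposited.

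Lists in the salt groups, given as medians, lost their calls as follows. In VSR156, heat shock factors went to -1.20 (adjusted p = 0.547) with values as deposited and 0.37 (adjusted p = 0.0636) with the mean of all probe sets of a gene. Thioredoxins and glutaredoxins went to -1.81 (adjusted p = 0.663) with values as deposited, -0.05 (adjusted p = 0.119) with centred arrays, 0.24 (adjusted p = 0.0636) with that mean and 0.31 (adjusted p = 0.0558) with a replicate block, and from 0.29 to 0.38 as single arrays were left out. Glutamine synthetases gained a call with centred arrays, at 0.61 (adjusted p = 0.0398). In CSR11, heat shock proteins passed with values as deposited, at -0.13 (adjusted p = 0.00785), and with centred arrays, at 0.07 (adjusted p = 0.00992), and ranged from 0.12 to 0.25. Ribosomal proteins went to -0.41 (adjusted p = 0.209) with values as deposited, and photosynthesis to -0.62 (adjusted p = 0.0752) with centred arrays, with a range of -0.33 to -0.15. With a pseudocount of 1, LEA proteins were at 0.98 (adjusted p = 0.0831) and root markers at -1.23 (adjusted p = 0.0567). As single arrays were left out, LEA proteins ranged from 0.93 to 1.01, root markers from -1.34 to -1.05, WRKY factors from -1.21 to -0.70, chlorophyll synthesis from -0.74 to -0.55 and potassium and sodium transporters from -0.50 to -0.38.

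In the drought groups, cellulose synthases of IR64 went to -0.11 (adjusted p = 0.0963) with values as deposited, -0.23 (adjusted p = 0.0726) with centred arrays, -0.21 (adjusted p = 0.0636) with the mean of all probe sets and -0.21 (adjusted p = 0.0539) with a replicate block, and ranged from -0.30 to -0.20. With values as deposited, IR64 had photosynthesis at -0.28 (adjusted p = 0.0527) and ribosomal proteins at -0.22 (adjusted p = 0.183), and Vandana had chlorophyll synthesis at -2.11 (adjusted p = 0.13), photosynthesis at -1.07 (adjusted p = 0.16) and zinc fingers at -0.14 (adjusted p = 0.0972). Photosynthesis in Vandana was also lost with centred arrays, at -0.42 (adjusted p = 0.124), with a pseudocount of 1, at -0.37 (adjusted p = 0.0599), and with a replicate block within varieties (adjusted p = 0.0527) or over all varieties (adjusted p = 0.0507), and ranged from -0.46 to -0.31.

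An estimated correlation between genes in camera leaves the medians as they are and ended these calls. Lost in VSR156 were aquaporins 0.25 (adjusted p = 0.18), chlorophyll and carotenoid synthesis -1.05 (adjusted p = 0.132), heat shock proteins 0.37 (adjusted p = 0.149) and thioredoxins and glutaredoxins 0.31 (adjusted p = 0.18). Lost in CSR11 were LEA proteins and dehydrins 0.98 (adjusted p = 0.379), WRKY transcription factors -0.88 (adjusted p = 0.383), chlorophyll and carotenoid synthesis -0.62 (adjusted p = 0.376), photosynthesis -0.21 (adjusted p = 0.377), potassium and sodium transporters -0.49 (adjusted p = 0.143), ribosomal proteins 0.51 (adjusted p = 0.304) and root markers -1.21 (adjusted p = 0.298). Lost in IR64 were LEA proteins and dehydrins 1.36 (adjusted p = 0.114), cellulose synthases and relatives -0.21 (adjusted p = 0.145), chlorophyll and carotenoid synthesis -1.13 (adjusted p = 0.145), heat shock proteins 1.13 (adjusted p = 0.145), photosynthesis -0.26 (adjusted p = 0.145) and ribosomal proteins -0.53 (adjusted p = 0.145). Lost in Vandana were chlorophyll and carotenoid synthesis -1.54 (adjusted p = 0.192), heat shock proteins 1.19 (adjusted p = 0.107) and photosynthesis -0.37 (adjusted p = 0.271).

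In the networks the rank of a hub by its number of links changed under many of the choices. A rank at a degree of 0 is a tie for last and moves only with the number of linked probe sets. For the Hsp18 probe set, isoflavone reductase and the zinc-binding hydrolase, the degree stayed 0 with fewer or more links and relative to the group mean. With fewer links by 50%, with the double number, with arrays relative to their group mean and with nodes from the methods' t-test, the ranks were 57, 126, 46 and 5 for the Hsp18 probe set, 57, 126, 46 and 16 for isoflavone reductase. The same order gave 88, 192, 39 and 42 for the zinc-binding hydrolase and 121, 120, 1 and 18 for the sigma factor. Relative to the group mean, tasselseed-2 ranked 350, the hub without an annotation 70 and the expressed protein 100. With nodes from the methods' t-test, the inositol triphosphate gene ranked 2, tasselseed-2 1 and the expressed protein 8. As single arrays were left out, the ranks ran from 46 to 91 for the Hsp18 probe set, 79 to 91 for isoflavone reductase, 101 to 126 for the zinc-binding hydrolase, 14 to 43 for the inositol triphosphate gene, 10 to 54 for tasselseed-2, 105 to 149 for the sigma factor, 1 to 29 for the hub without an annotation and 37 to 70 for the expressed protein.

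Of 220 log2 fold changes followed by name, 129 lost or gained a call under at least 1 alternative. The t-test with Benjamini-Hochberg adjustment, a combination that the paper does not describe, was left out of that number. Where a call stood in the main analysis or in the alternative, only 2 turned their sign. Both did so in VSR156 with values as deposited: isoflavone reductase, at -0.22, and LOC4335330, at -0.59.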

Differences from the paper's values

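The directions of hubs and the families compared at the end were chosen after the result was seen. A number is taken to differ where the larger is over 1.5 times the smaller. Alternatives named here are those set before the data were examined.

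For CSR11 the paper gives 315 probe sets up and 720 down, against 1353 and 2268 here. A pseudocount of 64 comes within that ratio for both numbers and the methods' t-test for the first. No other alternative does: values as deposited, centred arrays, a pseudocount of 1, the brighter 50% of probe sets, either replicate block, an intensity trend, no cross-hybridising probe sets, a robust model, only 4 or 8 arrays, the adjusted t-test, an unadjusted p and no fold threshold all stay outside it. For VSR156 the paper gives 1148 up against 1902 here. A pseudocount of 64, no cross-hybridising probe sets, only the 8 salt arrays and the methods' t-test come within the ratio and the others do not. The paper's 2403 down in VSR156, 1710 up and 2192 down in IR64 and 2479 up and 3074 down in Vandana lie within it already.

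The paper finds 48 probe sets of 27 genes changed in all 4 varieties, against 161 probe sets of 120 named genes here. A pseudocount of 64 comes within the ratio for the probe sets, and no other alternative does. For the genes no alternative was computed.

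The paper's hub degrees are 14 for Hsp18, 14 for isoflavone reductase, 11 for the zinc-binding hydrolase, 10 for the inositol triphosphate gene, 14 for tasselseed-2, 14 for the sigma factor and 11 for the hub without an annotation. The rebuilt networks gave 0, 0, 0, 2, 97, 0 and 24. These networks are unlike in size, since the paper's have far fewer nodes. Here its 154 and 230 links under salt were spread over 328 and 787 nodes, and for tasselseed-2 a number of 4 links per node was set. A degree depends on such numbers, so neither a gap nor a match within the ratio compares like with like. Nodes from the methods' t-test bring Hsp18, the inositol triphosphate gene and the hub without an annotation within the ratio, double the number of links does so for the inositol triphosphate gene, and fewer links by 50% for the hub without an annotation. No alternative does so for isoflavone reductase, the zinc-binding hydrolase, the sigma factor or tasselseed-2. The expressed protein has 11 links in the paper and 10 here. Simulated hubs were not found with 8 or 16 arrays, so these degrees are no evidence against the paper's hubs.

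Directions differ for some hubs. The paper places the inositol triphosphate gene in its network of genes induced by drought, and here it was at -1.10 in IR64 and -0.83 in Vandana. It places tasselseed-2 in the network of genes lowered by drought, and here it was at 1.63 and 1.41. By qRT-PCR the paper has the Hsp18 gene lowered under drought, and here its hub probe set was at 3.28 in IR64 and 3.93 in Vandana, while other probe sets of the gene were at 1.39 and 0.26 in IR64 and at -0.88 and 0.63 in Vandana. The paper names DEAD-box helicases, glutathione S-transferases and protein kinases among families of the stress response, and here no list of these passed camera in any variety. Camera asks whether a list moves 1 way as a set, and the lists hold only genes with a symbol, such as 4 DEAD-box helicases and 6 glutathione S-transferases. Single members of these families did pass, as given above, so this does not contradict the paper.

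The paper's methods and the array labels also differ in the salt concentration (150 and 50 mM) and the length of drought (12 and 24 h).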

Other observations

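The genes named in the 2 paragraphs that follow were chosen after the result was seen, and so were 5 of the 9 tests of explanations below. Under drought, the type 2C phosphatases PP2C68 and PP2C51 rose in Vandana by 4.60 and 4.27 log2 units (standard error 0.15, adjusted p = 6.57e-09), and PP2C51 rose in IR64 by 2.16, or 0.83 on its other probe set. The potassium transporter HAK18 rose in Vandana by 3.01 log2 units (standard error 0.26, adjusted p = 5.64e-06), while it fell in CSR11 under salt, and HAK17 was at -3.20 in IR64.

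CESA1, a cellulose synthase, was at -3.15 in Vandana, where CSLA5, a relative that makes mannans, rose by 4.16 log2 units (standard error 0.13, adjusted p = 4.35e-09), and their list did not pass there (adjusted p = 0.214). The glutaredoxin GRXC1 was at -3.43 log2 units (standard error 0.22, adjusted p = 4.81e-07) in Vandana and rose under salt in VSR156, and the list of thioredoxins and glutaredoxins did not pass in Vandana (adjusted p = 0.821). CRSH2, an enzyme of the plastid signal ppGpp, was at -4.23 log2 units (standard error 0.39, adjusted p = 2.24e-05) in IR64. PINA, named for a puroindoline of grains, rose by 6.44 log2 units (standard error 0.25, adjusted p = 1.55e-08) in Vandana.

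Labels of the drought arrays are in doubt, since on a line from the IR64 control (0) to the Vandana control (1), the arrays labelled Vandana drought lay at a median of 0.002 over probe sets that set the controls apart, so they may hold RNA of IR64 plants. The arrays labelled IR64 drought lay nearer the Vandana control over probe sets high in Vandana, at 0.656. They lay at 0.246 over probe sets high in IR64, which argues against a plain exchange unless drought moved these probe sets. A mix of both varieties in those arrays remains possible, with shares of 0.385 and 0.488 that differ by 0.103. In the arrays labelled Vandana drought, 93.5% of 214 such probe sets moved toward the IR64 control. That test was changed to use separate control arrays after a first outcome had been seen. It cannot exclude drought alone as the cause, since probe sets chosen for a gap between the controls may respond to drought themselves. Which arrays carry a wrong label is not settled, and differences between IR64 and Vandana could stem from it.

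More probe sets changed in VSR156 than in CSR11 under salt, and dim arrays with short RNA could be a cause. The fold changes of VSR156 correlated at 0.0659 with the dim minus the bright salt array of CSR11 and at 0.0738 with the dim minus the bright control array. These low values leave the question open, because the difference between 2 single arrays is noisy and because short RNA and salt coincide in VSR156. VSR156 had 2.51 times the calls of CSR11 with centred arrays and 1.22 times in the main analysis. The order thus held under both scalings while the ratio moved. Each scaling is itself a normalization, so these values cannot exclude normalization as a cause. Without CSR11 salt A the order turned, but the CSR11 salt group was then a single dim array.

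Root markers rose in the VSR156 salt arrays, which may hold more root tissue than their control. Of a second list of root genes, fixed after LSI1 and LSI2 had been seen, 12 were measured, and the 9 above background, among them TOM1, which may be another gene of that name, had a median of 1.62 in VSR156, or 1.14 with all 12, an alternative chosen after the result was seen. In CSR11 its median was -1.40, or -1.15 with all 12, so the list did not rise in both varieties as measured. This cannot exclude that salt raises these genes, since a change in the share of root tissue would move the list too. The CSR11 control had log2 means above those of VSR156 salt for IRT1 (10.73 against 10.03) and YSL15 (10.39 against 9.7), so it may hold root tissue too. Changes of transporters and aquaporins in both varieties could follow from such differences in tissue.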
